# Two domain-disrupted hda6 alleles have opposite epigenetic effects on transgenes and some endogenous targets

**DOI:** 10.1038/srep17832

**Published:** 2015-12-15

**Authors:** Shoudong Zhang, Xiangqiang Zhan, Xiaoming Xu, Peng Cui, Jian-Kang Zhu, Yiji Xia, Liming Xiong

## Abstract

HDA6 is a RPD3-like histone deacetylase. In Arabidopsis, it mediates transgene and some endogenous target transcriptional gene silencing (TGS) via histone deacetylation and DNA methylation. Here, we characterized two *hda6* mutant alleles that were recovered as second-site suppressors of the DNA demethylation mutant *ros1–1*. Although both alleles derepressed *35S::NPTII* and *RD29A::LUC* in the *ros1–1* background, they had distinct effects on the expression of these two transgenes. In accordance to expression profiles of two transgenes, the alleles have distinct opposite methylation profiles on two reporter gene promoters. Furthermore, both alleles could interact *in vitro* and *in vivo* with the DNA methyltransferase1 with differential interactive strength and patterns. Although these alleles accumulated different levels of repressive/active histone marks, DNA methylation but not histone modifications in the two transgene promoters was found to correlate with the level of derepression of the reporter genes between the two *had6* alleles. Our study reveals that mutations in different domains of HDA6 convey different epigenetic status that in turn controls the expression of the transgenes as well as some endogenous loci.

DNA methylation and histone modifications dictate the chromatin state and greatly affect gene expression in animals as well as in plants. Unlike in mammals whose DNA methylation is largely limited to symmetrical CG dinucleotides mediated by the methyltransferases DNMT1 and DNMT3^1^, methylation in Arabidopsis can occur on cytosine in any nucleotide context including symmetrical cytosine (CG and CHG), as well as asymmetrical cytosine (CHH) (H = A, T, and C) sites^2^. Symmetrical cytosine methylation in Arabidopsis is maintained by two DNA methylatransferases, MET1 (a DNMT1 homolog for CG methylation) and CMT3 (for CHG methylation)^3^. These methyltransferases can restore the methylation status to a newly synthesized DNA strand based on the parental strand methylation status with the help of VIM proteins^4^ and the KYP/SUVH4 protein^5^, respectively. On the other hand, asymmetrical cytosine methylation, which is mainly catalyzed by DRM2, would need *de novo* methylation guided by Pol IV and Pol V via the RNA-directed DNA methylation (RdDM) pathway and/or the Pol II-mediated pathway^14^. The plant-specific RdDM pathway uses small interfering RNA (siRNA) to guide the methylation and silencing of transposons, repetitive sequences and certain gene promoters^2^. RdDM involves siRNA biogenesis mediated by DCL3, RDR2, Pol IV, and/or Pol V^7^,^8^,^9^, scaffold RNA production via Pol II, Pol V, DRD1, DMS3 and RDM1^10^,^12^,^13^, and formation of the guiding complex as well as DRM2 recruitment^14^. Besides these components that are directly involved in the RdDM pathway, forward genetic screening also identified other components with profound effects on RdDM, such as RDM4, RDM12, KTF1, and HDA6^15^,^16^,^17^,^18^.

DNA methylation and histone modifications are closely linked processes^19^. The cross-talk between DNA methylation and histone modification was initially observed in suvh39 mutated mice in which the histone methyltransferase mutation caused failure of localization of DNMT3B to the pericentromeric heterochromatin region. As a result, DNA methylation in that region was decreased^20^. In Arabidopsis, mutations in the histone H3K9 methyltransferase KYP decrease not only the accumulation of histone H3 lysine 9 dimethylation (H3K9me2) but also the levels of CHG DNA methylation^6^,^21^. Recently, the structural basis for CMT3-mediated CHG methylation at the H3K9me2-containing nucleosome has been described^5^. Both the BAH domain and the chromodomain of CMT3 were found to bind to H3K9me2-containing nucleosomes where the unmethylated cytosine was converted to methylated cytosine in the CHG context^5^. More recently, the histone acetylase IDM1/ROS4 was found to play a role in active DNA demethylation, a process that eukaryotic cells employ to fine-tune the methylation status to limit the silencing of certain genes^22^,^23^.

The Arabidopsis Repressor of Silence 1 (ROS1) DNA glycosylase/lysase can remove the 5-methyl group from methylcytosine at target sites using a base excision repair mechanism^24^. In the *ros1–1* mutant, the two-linked reporter genes, *35S* promoter driven *NPTII* (*35S::NPTII*) and *RD29A* promoter driven firefly luciferase gene (*LUC*) (*RD29A::LUC*), were both silenced as a result of reduced demethylation in their promoters^25^. Nonetheless, the silencing mechanisms for these two promoters are different. The silencing of the *RD29A::LUC* is entirely dependent on the RdDM pathway, whereas the silencing of *35S::NPTII* is not^26^.

To better understand the mechanisms underlying the silencing of these two reporter genes and the endogenous loci that they represent, we conducted genetic screens for *ros1–1* suppressors^16^. Here we identified two different *hda6* alleles that can release the two reporter genes albeit to different extents. One allele (*hda6–9*) has a stronger effect on the release of the *35S*::*NPTII* transgene while the other allele (*hda6–10*) has a stronger release of the *RD29A::LUC* transgene. We explored the mechanisms that underlie the differential derepression on the two reporter genes between the two *hda6* alleles. Our results showed that the distinct DNA methylation patterns of the reporter gene promoters between the two *hda6* alleles are crucial in determining the reporter gene expression, although the elevated acetylation level caused by loss of deacetylation on the reporter gene promoters also contributes to the expression patterns of the reporter genes.

## Results

### Two *hda6* mutations suppress *ros1*-mediated transcriptional gene silencing and differentially regulate reporter gene expression

The Arabidopsis *repressor of silencing* (*ros1–1*) mutation led to transcriptional silencing of two expressed reporter genes (*35S::NPTII* and *RD29A::LUC*) that were introduced into its wild-type background as a single transfer-DNA (T-DNA)^25^,^27^. In a forward genetic screen for *ros1–1* suppressors, we identified two suppressors of *ros1–1* that releases both the *35S::NPTII* and the *RD29A::LUC* reporter genes (Fig. 1A). Although the mutants were generated by T-DNA mutagenesis, PCR-based methods were unsuccessful in identifying the flanking sequence of the insertion in the first mutant. We thus conducted genetic mapping and the mutation was eventually narrowed down to an interval delimited by two molecular markers MDC12–10 and MDC12–50 (Fig. 1B). By sequencing the genes within the interval, we found that there was a T-DNA inserted at 12 bp before the stop codon of the *HDA6* gene, which encodes the histone deacetylase 6 (HDA6) protein. This insertion would replace the last 4 amino acids of the predicated protein with 37 new amino acids before encountering a new stop codon. Since *hda6* mutants in different background have been numbered up to *hda6–6* (*axe1–5*), we named this T-DNA insertion allele of *hda6* mutants in *ros1–1* background as *hda6–9* (Fig. 1C). The second *hda6* mutant we identified in the same genetic screen has a 13-bp deletion at the end of the first exon, which caused an alteration of the last 5 amino acids in the truncated protein and a deletion of 340 amino acids as a result of a stop codon introduced by the frame shift^16^. Here, we refer to this mutant as *hda6–10* (Fig. 1C). This mutant, like *hda6–9*, also de-repressed the expression of the *RD29A-LUC* gene and restored kanamycin resistance (Fig. 1A).

We analyzed the gene expression phenotypes in these two *hda6* mutants. Unexpectedly, we found that the two mutant alleles expressed the two transgenes quite differently. Quantitative RT-PCR analysis indicated that the *hda6–10* mutant strongly released *RD29A::LUC*, with its expression level more than 10 times higher than in the *hda6–9* allele (Fig. 2A, upper panel). Consistently, the endogenous *RD29A* expression was also enhanced to a similar extent (Fig. 2A, middle panel). In contrast, the *hda6–9* allele strongly released *35S::NPTII* expression, with its expression level nearly 10 times higher than in *hda6–10* (Fig. 2A, lower panel). RNA blot analysis further confirmed the difference between the two alleles in *NPTII* expression (Fig. 2B).

Using random primers-prepared instead of oligo d(T)-synthesized cDNA library, we examined the expression of some endogenous targets of HDA6. We found that loci such as the 106B repeat sequence (centromere region), the 180bp satellite repeat sequence (centromere region), Amplicon 1 (a 45S rDNA, in a pericentromeric region)^28^ and solo LTR (A) (pericentromeric region) were more strongly released in *hda6–9* than in *hda6–10*. However, other HDA6 target loci such as IGN6 (intergenic noncoding region 6, located in regions rich in transposon-derived elements, siRNA production and DNA hypermethylation, a Pol V specific target), IGN15 (located in gene-rich regions with relatively few transposon-related repeats, a Pol V specific target)^11^,^29^ and TA3 (a LTR retrotransposon) were expressed at far higher levels in *hda6–10* than in *hda6–9*. On the other hand, TSI (transcriptional silencing information), G1136 (an endogenous genomic target of HDA6)^30^ and AtMU1 were strongly released with similar levels of expression in both *hda6* mutants (Fig. 2C).

Previous studies identified a null allele of *hda6*, *axe1–5*^31^, which was recently named *hda6–6*^32^. To comparing the two *hda6* alleles with the *hda6* null mutant in the same background, we crossed *hda6–6* (*axe1–5*) with *ros1–1* and obtained the *ros1 hda6–6* mutant (*axe1–5* was introduced into the *ros1* background) by genotyping. We conducted qRT-PCR analysis on the expression of the reporter genes and two endogenous targets. It was found that the two *hda6* alleles had far stronger releasing effects on *NPTII* and *SDC*, but had much lower releasing effects on *ERT7*^32^ relative to *ros1 hda6–6* (Fig. 2D).

To confirm the suppression of transcriptional gene silencing (TGS) observed in the two *hda6* alleles was caused by the respective mutations, a genomic DNA fragment corresponding to the *HDA6* promoter and the coding region was introduced into these two mutants. The resulting transgenic plants showed kanamycin sensitivity and reduced *LUC* expression, similar to the original *ros1–1* mutant (Fig. 3A), demonstrating that the *hda6* mutations were responsible for the derepression of these transgenes silenced by the *ros1–1* mutation. RT-PCR assays demonstrated that the full-length *HDA6* transcript was detected in the transgenic plants as well as in the wild type and *ros1–1* mutant, but it was absent in the two *hda6* mutants (Fig. 3B). Interestingly, in both *hda6* mutants, there was a simultaneous increase in the expression of its close homolog *HDA7*, which likely compensated for the loss of *HDA6* (Fig. 3B). Interestingly, a *hda7* knock-down line also had a higher expression level of *HDA6* relative to the wild type^33^. This compensation effect also disappeared in the complemented lines, as indicated by an expression level of *HDA7* similar to that in the wild type and *ros1–1* (Fig. 3B). Furthermore, one of the HDA6 target genes, At5g41660, was expressed in the *hda6* mutants but was silenced again in the complemented seedlings (Fig. 3B). All these lines of evidence showed that the *hda6* mutations in the two mutants were responsible for reporter gene derepression in the *ros1–1* background.

### Differences in DNA methylation on the transgene promoters cause the opposite expression patterns of the reporter genes in the two *hda6* mutants

Transcriptional gene silencing is often caused by hypermethylation of the promoter DNA^34^. With the varied derepression of the two reporter genes in the two *hda6* alleles, we wanted to determine whether there was any difference in the methylation status of their promoters. Indeed, bisulfite sequencing showed that methylation in the CG, CHG and CHH contexts on the *35S* promoter and transgenic *RD29A* promoter had distinct differences among the genotypes (Fig. 4). Overall, the total DNA methylation in the CG, CHG and CHH contexts was lower in *hda6–10* (48%, 35% and 18%, respectively) than in *hda6–9* (64%, 61% and 27%, respectively) on the *RD29A* transgene promoter (Fig. 4A). In contrast, the CG and CHG methylation levels on the *35S* promoter were much lower in *hda6–9* (29% and 28%, respectively) than in *hda6–10* (82% and 70%, respectively). Interestingly there was a higher level of methylation in the distal region (−300 to −100) than in the proximal region (−100 to 0) of the transgenic *RD29A* promoter except for CG methylation in *ros1–1* where the methylation level was uniform across the entire promoter region (Figures S3A to S3C). A similar methylation pattern across the *35S* promoter was also found for CG and CHG methylation in the *hda6–9* mutant but not in *ros1* or *hda6–10* (Figure S4).

To corroborate the methylation status of the *35S* promoter, we conducted Chop-PCR with methylation-dependent restriction enzyme digestion that can distinguish the CG methylation status. We found that *hda6–9* had a lower DNA methylation level than the *hda6–10* mutant had, which is in accordance with our bisulfite sequencing results, although both mutants had lower DNA methylation levels than *ros1–1* and the wild type (Figure S3D). Moreover, our Chop-PCR results on Amplicon3, a nucleolar fragment in the 45S rDNA region^28^, also showed a lower CG methylation level in the *hda6–9* mutant than in the *hda6–10* mutant (Figure S3D). These data indicate that the DNA methylation levels of the two promoters inversely correlated with the gene expression levels in these alleles.

To determine whether these differences in DNA methylation contributed to the opposite effects of the two *hda6* mutations on the expression of *35S*::*NPTII* and *RD29A*::*LUC* genes, we used 5-aza-2′-deoxycytidine to block genomic DNA methylation, and checked the subsequent transcript levels of these two reporter genes. After a 14-day treatment with 5-aza-2′-deoxycytidine, the total RNA from the wild type, *ros1–1*, *hda6–9* and *hda6–10* were extracted, and qRT-PCR were performed with *NPTII, LUC* and At5g41660 (a HDA6 endogenous target gene) primers. While the 5-aza-2′-deoxycytidine treatment significantly decreased the overall methylation levels as reflected by the reporter gene expression levels, the impact on the two *hda6* alleles was striking. After the treatment, the nearly 10-fold difference in the *NPTII* expression level between *hda6–9* and *hda6–10* (Fig. 2A, lower panel) was significantly reduced to less than 2-fold (Fig. 5, left, upper panel). Similarly, the over 10 times difference in *LUC* expression between the two *hda6* mutants nearly disappeared, with the expression level in *hda6–9* even slightly higher than in *hda6–10* (Fig. 2A, upper panel and 5, left, lower panel). However, the relative expression level of At5g41660 among the two *hda6* mutants was not significantly affected by the treatment (Fig. 5, right panels). These data showed that the differing level of DNA methylation is the main reason for the distinct effects of the two *hda6* mutants on the expression pattern of *35S::NPTII* and *RD29A::LUC* genes.

### The two hda6 alleles have different abilities to interact with MET1 *in vitro* and *in vivo*

Since the two *hda6* alleles had significantly different DNA methylation patterns on the promoters of the two reporter genes as well as other target genes, we wanted to understand the molecular basis for these differences. DNA methylation is catalyzed by a group of dedicated DNA methyltransferases. Interestingly, previous research found that HDA6 and the methyltransferase MET1 shared many common targets^30^. Recently, it was reported that HDA6 in fact could physically interact with MET1^35^. We thus asked whether the two *hda6* alleles had different abilities to interact with MET1.

We used mutated hda6 as baits and MET1 (R2FB, aa.735–869) as the prey to perform yeast two-hybrid assays. The results showed that both hda6–9 and hda6–10 could interact with MET1 *in vitro* on low stringent selective plates (SD/-Trp/-Leu/X) (Fig. 6A). However, under the higher stringent selective condition (SD/-Trp/-Leu/-Ade/-His/X/A), hda6–9 lost its ability to interact with MET1, but hda6–10 still interacted with MET1 to a similar extent as the wild-type HDA6 (Fig. 6B). These results indicated that hda6–10 has a better ability than hda6–9 in interacting with MET1 *in vitro*.

To investigate whether the two mutated hda6 alleles also interact with MET1 *in vivo*, we performed Bimolecular fluorescence complementation (BiFC) assays using the full-length MET1 tagged with nYFP, and the wild-type HDA6, HDA6–9, or HDA6–10 tagged with cYFP. After combining and introducing respectively the above construct pairs into the leaves of tobacco (*N. benthamiana*) via *Agrobacterium*-mediated infiltration. We found that the interaction between HDA6–9 and MET1 was far weaker than that of the wild-type HDA6 and MET1, and also weaker than that of HDA6–10 and MET1 (Fig. 7, low panel). Unlike the interaction between the wild-type HDA6 and MET1 which showed a concentrated interactive area in the nucleoplasm, or that between HDA6–10 and MET1 which showed a more limited area (strong dots in the nucleoplasm), the interaction between HDA6–9 and MET1 occurred throughout the nucleoplasm except for the nucleolus (Fig. 7 lower panel, middle). This pattern of interaction between hda6–9 and MET1 is similar to that of the localization of hda6–9 (Fig. 7, upper panel, middle).

### Histone modifications in the two *hda6* mutants

Chromatin status determines the accessibility of transcription factors to the target gene promoter and is regulated by DNA methylation and histone modifications. We found that the different methylation levels on the two reporter gene promoters contributed greatly to the difference in the reporter gene expression in the two *hda6* alleles. To test whether histone modifications were also involved in the different expressions of the two reporter genes in these alleles, we performed chromatin immunoprecipitation (ChIP) analysis with common repressive and active histone modification marks. The results showed that there is a higher methylation level and lower acetylation level on H3K9 in *ros1–1* compared with the wild type on all the promoters examined (Fig. 8). However, the levels of H3K9 methylation and H3K9 and H3K27 acetylation on the *RD29A* promoter were similar between the two *hda6* alleles although both alleles had higher acetylation and lower methylation levels compared with the *ros1–1* mutant. On the other hand, the levels of H3K9 and H3K27 acetylation on the *35S* promoter were quite different between the two *hda6* alleles. *hda6–10* had higher levels of H3K9 and H3K27 acetylation than *hda6–9*, *ros1–1* and the wild type (Fig. 8, right, upper and middle panels).

### Transcriptome profiles of the two *hda6* mutants reveal their differential regulation of endogenous genes

To investigate the scope of TGS in the two *hda6* alleles, we performed microarray experiments with Agilent microarrays. 

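Total RNA from 12-day-old seedlings, harvested after 1 day at 4 °C, was labelled with Cy3 and hybridized to the one-colour Agilent array. The comparison covered 4 genotypes, C24 wild type, *ros1–1*, *ros1–1* *hda6–9* and *ros1–1* *hda6–10*, with 2 arrays each, so the number of arrays limits the precision of every value. The authors deposited for each spot the intensity read by Feature Extraction after background subtraction and spatial detrending, on a linear scale and without normalization between arrays. Each array holds 45220 spots, of which 1417 are controls and 43803 read Arabidopsis sequences through 43603 distinct probes. Between 77.2% and 80.6% of the non-control spots on an array were well above background, none was saturated, and the 75th percentile of the signal lay between 2004 and 3681. From there, the processed signal was put on the log2 scale and shifted by the 75th percentile of its own array. Spots that the software marked as outliers, 25 to 49 per array, were left out. A probe was tested if it was well above background on both arrays of at least 1 genotype, which left 35391 probes. One limma model with a mean per genotype was fitted to all 8 arrays, and a probe was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a change above 2-fold. Across probes, the 2 arrays of a genotype correlated with a Pearson r between 0.990 and 0.993, although probes are not independent replicates. The first principal component held 57.4% of the variance and separated the arrays of both alleles from those of *ros1–1* and C24. The 2 arrays of *hda6–10* and 1 of *ros1–1* shared a slide, 1 array of *hda6–9* shared a slide with the other *ros1–1* array, the other *hda6–9* array was on its own slide, and both C24 arrays were together on the last slide. The brighter of the 2 probes of *HDA6* (AT5G63110) read -1.77 ± 0.014 (SD, n = 2 arrays) in *hda6–10* and 0.871 ± 0.038 (SD, n = 2) in *hda6–9*, on the log2 scale relative to the 75th percentile. It read -0.182 ± 0.022 (SD, n = 2) in *ros1–1* and -0.274 ± 0.043 (SD, n = 2) in C24.

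**Figure D1:**
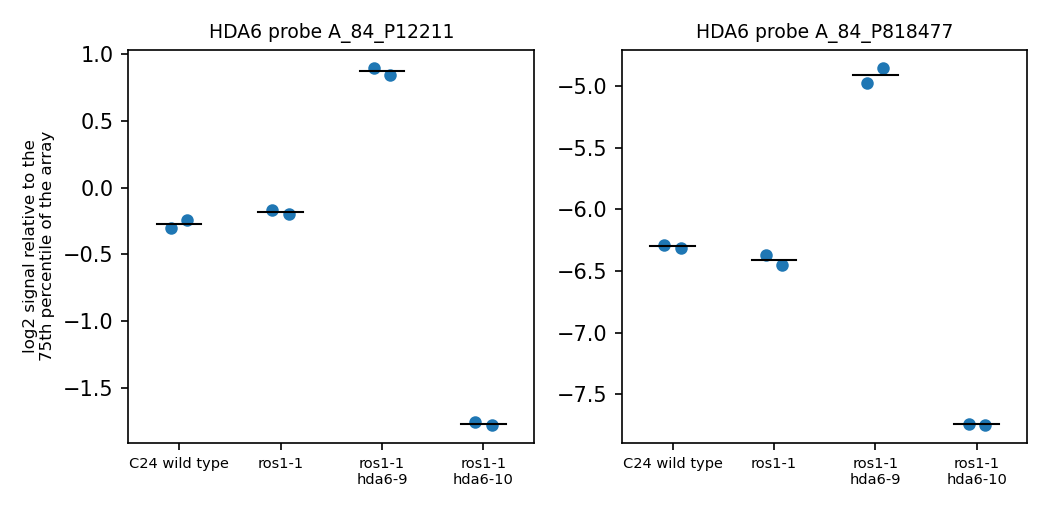
Log2 signal of the *HDA6* probes on each array, relative to the 75th percentile of that array. Each point is an array and each line the mean of a genotype. On the probe A_84_P12211 the mean is -1.77 in *hda6–10* and 0.871 in *hda6–9*, on either side of -0.182 in *ros1–1*.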

Compared with the *ros1–1* single mutant, 1938 targets were up regulated by more than 2-fold in *hda6–10*, and 1707 targets were up regulated in *hda6–9*. Among these up-regulated targets, 1371 were common targets shared by both *hda6* mutants (Figure S5). 

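In *hda6–10*, 1772 probes of 1110 annotated genes were higher than in *ros1–1*, and in *hda6–9* 1517 probes of 949 annotated genes were. At an unadjusted limma p under 0.05 and the same fold change, the counts were 2143 and 1783. With the fold change alone they were 2299 and 1901. The transcript of *QQS* (AT3G30720) rose by 9.05 on the log2 scale in *hda6–10* (standard error 0.26, adjusted p = 3e-05 from limma) and by 8.92 in *hda6–9* (adjusted p = 3.4e-05 from limma). AT3G43572 rose by 8.99 in *hda6–10* (standard error 0.23, adjusted p = 2e-05 from limma) and by 9.19 in *hda6–9*, and AT4G16215 rose by 7.78 and 8.08. Each of these 3 genes was higher on both arrays of either allele than on both *ros1–1* arrays. Among the raised probes, 498 (28.1%) in *hda6–10* and 420 (27.7%) in *hda6–9* were well above background on both arrays of the allele and on neither *ros1–1* array, so the size of their fold changes depends on signal near the background. Over the alternatives, the counts were highest at an adjusted p under 0.05 with no minimum fold change, 3034 probes in *hda6–10* and 3081 in *hda6–9*. They were lowest with a normexp background correction in place of the processed signal, 1068 and 656. A model with slide as a fixed block gave 1185 and 661, against 2182 and 1624 at an unadjusted p under 0.05 and a 2-fold change. In that model *hda6–9* replicate 2, alone on its slide, adds nothing to the comparison, so fewer arrays carry it.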

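Of the raised probes, 1184 were raised in both alleles, which is 66.8% of those in *hda6–10* and 78.0% of those in *hda6–9*. Of the 588 called in *hda6–10* alone, 260 differed between the alleles when these were compared directly, and of the 333 called in *hda6–9* alone, 32 did. In a test chosen after the results had been seen, probes were called with 1 *ros1–1* array and the other allele was compared with the other *ros1–1* array. Of the probes called higher in *hda6–10* alone without replicate 1 or 2 of *ros1–1*, 84.4% and 58.6% were above 0 in *hda6–9*, and of those in *hda6–9* alone 89.1% and 86% were above 0 in *hda6–10*. For probes called in neither allele the shares ran from 49.4% to 55.2%. Across all tested probes, the log2 fold changes of the alleles correlated with a Pearson r of 0.79 and a Spearman rho of 0.54. Probes are not independent replicates, and both comparisons share the *ros1–1* arrays. In 100 simulations of unchanged groups compared with the same *ros1–1* arrays, with noise independent between arrays, the Pearson r lay between 0.470 and 0.533. The Spearman rho lay between 0.443 and 0.4685 there, so the observed 0.54 was only a little above what the shared arrays give. At most 1 probe was called higher in both simulated groups. As at most 1 was called higher in a single group, that overlap was near 0 by construction and is no measure for the 1184. When slide was a fixed block, 592 probes were called in both alleles.

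**Figure D2:**
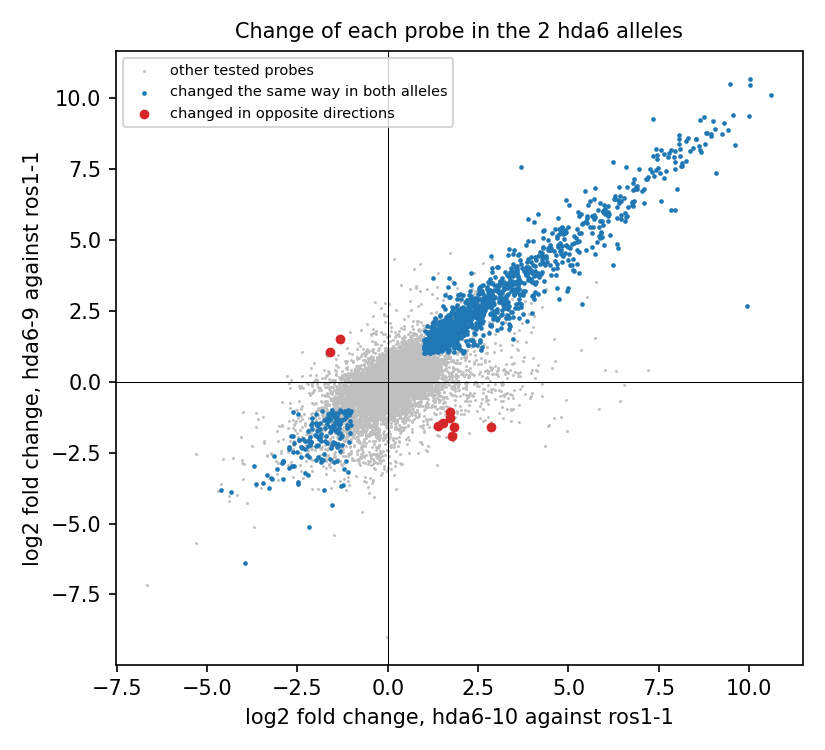
Log2 fold change of each tested probe against *ros1–1*, in *hda6–10* on the horizontal axis and in *hda6–9* on the vertical axis. Blue points are the 1184 probes raised and the 167 probes lowered in both alleles, red points the 9 probes changed in opposite directions, and grey points the other tested probes.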

Although a significant number of targets were up regulated, 421 targets in *hda6–10* and 611 targets in *hda6–9* were down regulated (less than -2 fold) relative to the *ros1–1* single mutant. 

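In *hda6–10*, 479 probes of 347 annotated genes were lower than in *ros1–1*, and in *hda6–9* 486 probes of 345 genes. At an unadjusted limma p under 0.05 and the same fold change, the counts were 799 and 1024, and with the fold change alone 1072 and 1400. Raised probes made up 78.7% of the changed probes in *hda6–10* and 75.7% in *hda6–9*. At the unadjusted p with the same fold change these shares were 72.8% and 63.5%. With the fold change alone they were 68.2% and 57.6%. After quantile normalization 65.4% of the changed probes in *hda6–10* were raised, 1462 against 773 lowered. Genes were ranked only among called probes well above background on all arrays of both genotypes, with no overlap between their arrays. The lowest log2 fold changes of annotated genes in *hda6–10* were then -4.00 for AT4G10500 (standard error 0.75, adjusted p = 0.025 from limma), -3.96 for AT2G38240 (standard error 0.79, adjusted p = 0.03 from limma) and -3.43 for *CYP71A12* (AT2G30750). Without *hda6–10* replicate 1 the adjusted p of AT4G10500 was 0.11, the highest over the alternatives, which gave from 0.012 upwards. For AT2G38240 it was 0.14 without *ros1–1* replicate 1, also the highest, and 0.012 at the lowest. For *CYP71A12* it ran from 0.021 to 0.12. In *hda6–9* the lowest in this ranking were -6.39 for AT2G38240 (adjusted p = 0.0067 from limma), -5.14 for *ELI3-2* (AT4G37990, standard error 0.33, adjusted p = 0.00059 from limma) and -3.76 for AT1G76470, whose adjusted p ran from 0.0077 to 0.19, highest with slide as a fixed block. The other probe of AT1G76470, outside the ranking, changed by -3.88. At an unadjusted p under 0.05 and a 2-fold change, slide as a fixed block gave 923 lower probes in *hda6–10* and 1058 in *hda6–9*. At the adjusted threshold it gave 267 and 126, of which 177 and 67 were also called without the block. Leaving out replicate 1 of *ros1–1* gave 218 and 226.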

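The probes lowered in both alleles numbered 167, which is 34.9% of those lowered in *hda6–10* and 34.4% of those lowered in *hda6–9*. The corresponding shares for raised probes were larger in either allele. Of the 312 probes called lower in *hda6–10* alone, 94 differed between the alleles directly, and of the 319 called lower in *hda6–9* alone, 79 did. With probes called and compared on different *ros1–1* arrays, again chosen after the results had been seen, 76% and 73.1% of those lower in *hda6–10* alone were below 0 in *hda6–9*, and 54.4% and 82.2% of those lower in *hda6–9* alone were below 0 in *hda6–10*. For probes called in neither allele the shares ran from 44.8% to 50.6%. By fold change alone, a simulated unchanged group had 167 to 259 lower probes, against 1072 in *hda6–10* and 1400 in *hda6–9*. The 580 probes lower in both alleles by fold change, against 52 to 99 in the simulations, therefore compare sets of unlike size. Slide as a fixed block gave 35 probes, and leaving out replicate 1 of *ros1–1* gave 68. Another 9 probes changed in opposite directions, 7 of them raised in *hda6–10* and lowered in *hda6–9* and 2 the reverse, the 2 probes of *HDA6*. Under normexp background correction the dimmer of these, A_84_P818477, was no longer changed, with log2 fold changes of 0.13 in *hda6–10* (adjusted p = 0.67 from limma, from 0.00039 upwards over the alternatives) and 0.68 in *hda6–9* (adjusted p = 0.084, from 0.00026 upwards).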

There were 217 common targets that were down regulated in both *hda6* mutants (Figure S5). 

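Compared directly, 506 probes were higher and 191 lower in *hda6–10* than in *hda6–9*, together 697. Of the higher probes, 109 (21.5%) were well above background on both arrays of *hda6–10* and on neither of *hda6–9*. At an unadjusted limma p under 0.05 and the same fold change, 1124 were higher and 368 lower, and by fold change alone 1487 and 531. *PUB19* (AT1G60190) was higher in *hda6–10* by 6.66 on the log2 scale (standard error 0.65, adjusted p = 0.018 from limma), AT5G50360 by 7.10 (standard error 0.95, adjusted p = 0.028 from limma) and AT4G33467 by 6.80. With slide as a fixed block the adjusted p was 0.23 for *PUB19*, 0.28 for AT5G50360 and 0.23 for AT4G33467. Their lowest adjusted p values over the alternatives were 0.014, 0.021 and 0.014. Both arrays of *hda6–10* were above both arrays of *hda6–9* for these genes. Among called probes well above background on all arrays of both alleles and without overlap, the lowest log2 differences of annotated genes were -3.42 for AT4G34770, -3.00 for AT3G53250 and -2.83 for the dimmer probe of *HDA6* (standard error 0.08, adjusted p = 0.00043 from limma), which normexp background correction reduced to -0.55 (adjusted p = 0.12, from 0.00029 upwards over the alternatives). The same correction reduced AT3G53250 to -0.758, below 2-fold. The adjusted p of AT3G53250 ran from 0.012 to 0.32 over the alternatives and that of AT4G34770 from 0.016 to 0.25, both highest with slide as a fixed block. The counts depended on single arrays. Without *hda6–10* replicate 1, limma called 2 probes higher and 2 lower, against 1060 and 611 at an unadjusted p under 0.05 and a 2-fold change. The alleles shared no slide. With slide as a fixed block, limma called 0 probes in either direction, against 1543 higher and 598 lower at an unadjusted p under 0.05 and a 2-fold change. The 501 raised probes that this model could estimate all stayed above 0.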

With the two *hda6* alleles, we detected 461 targets having more than 2-fold changes in expression in *hda6–10* relative to *hda6–9* (Table S1). Among these up-regulated targets, 256 corresponded to AGI genes, 32 corresponded to non-AGI regions and 29 corresponded to transposable elements. 

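The 506 probes higher in *hda6–10* than in *hda6–9* were grouped by the accession that the array files give for them. Of these, 386 (76.3%) carried a RefSeq mRNA accession that matched a protein-coding gene of the reference annotation, against 83.8% of the tested probes. A further 83 (16.4%) carried the accession of an EST, cDNA or assembled transcript, against 10.6% of the tested probes, and 18 (3.56%) carried none, against 1.79%. In Fisher's exact tests over 5 classes in several sets of probes, the adjusted p was 3.5e-05 for the first class, 0.00017 for the second and 0.015 for the third. These tests treat probes as independent, although several probes can read the same transcript. RefSeq mRNA accessions without a match made up 14 probes and noncoding RNA accessions 5. Counts of transposable elements are not analysed here. The matched probes stood for 337 annotated genes.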

Among down-regulated targets, 127 corresponded to AGI genes and 16 corresponded to non-AGI regions (Table S1). 

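Among the 191 probes lower in *hda6–10* than in *hda6–9*, 165 (86.4%) carried a RefSeq mRNA accession that matched a protein-coding gene, 15 (7.85%) the accession of an EST, cDNA or assembled transcript, and 6 (3.14%) none. None of the shares differed detectably from those of the tested probes, with adjusted p values between 0.27 and 1 in Fisher's exact tests. The share without an accession had an odds ratio of 1.79, against 2.06 among the 506 higher probes. A set of only 191 probes leaves such a difference open. The matched probes stood for 139 annotated genes.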

We also detected 321 targets having a greater than 2 or less than 2-fold change in *hda6–9* compared to *hda6–10* (Table S1).

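The probes that differ between the alleles were compared with *ros1–1*. Of the 506 higher in *hda6–10*, 288 were also higher in *hda6–10* than in *ros1–1*, 89 were lower in *hda6–9* than in *ros1–1*, and 28 were higher than *ros1–1* in both alleles. Their median log2 fold change against *ros1–1* was 1.31 in *hda6–10*, -0.50 in *hda6–9* and 0.595 in C24. Of the 191 lower in *hda6–10*, and so higher in *hda6–9*, 96 were lower in *hda6–10* than in *ros1–1* and 46 were higher in *hda6–9*. Their median log2 fold change against *ros1–1* was -1.05 in *hda6–10*, 0.27 in *hda6–9* and -0.376 in C24. In both sets the C24 median had the sign of that in *hda6–10*, although C24 is the wild type. The paper states that the transcriptome profiles reveal differential regulation of endogenous genes by the mutants.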

Since transposable elements are direct targets of epigenetic modifications, we tried to map to each chromosome the transposons with greater than 2-fold changes in expression in both *hda6* alleles. Our results showed that most of these up-regulated transposons were located near pericentromeric or telomeric regions (Fig. 9). In addition, some transposons were preferentially expressed in one allele relative to the other (Fig. 9B–D).

## Discussion

In a genetic screening for *ros1–1* suppressors, we identified two *hda6* alleles that suppressed *ros1–1* induced transcriptional gene silencing (TGS) of both the *RD29A::LUC* and the *35S::NPTII* reporter genes. It is known that these two reporter genes are silenced differently in the *ros1–1* mutant: the *RD29A::LUC* is silenced via the RdDM pathway in that mutants defective in the RdDM pathway all derepress the *RD29A::LUC* reporter gene but they do not show obvious derepression of the *35S::NPTII* reporter gene^8^,^15^,^16^,^17^,^36^,^37^. So far, only mutations of HDA6 and the SWI2/SNF2-like chromatin-remodeling protein DDM1 were found to derepress both the *RD29A::LUC* and the *35S::NPTII* transgenes^16^. Although it is unknown why these two reporter genes are silenced differently, notably, both DDM1 and HDA6 directly regulate the chromatin status. In this study, while it is not unexpected that the two *hda6* mutants derepressed both the *RD29A::LUC* and *35S::NPTII* reporter genes compared to the *ros1–1* mutant, surprisingly they showed distinct preferences in releasing these two reporter genes. While *hda6–9* strongly derepressed *35S::NPTII* expression, *hda6–10* strongly derepressed *RD29A::LUC* expression, suggesting that the two allelic mutations may have different impacts on DNA methylation and/or histone modifications. Interestingly, although these two *hda6* alleles had preferential releasing on transgene expression, none of them really behaved like the *hda6* null mutant *ros1 hda6–6* (axe1*–*5 in *ros1* background) (Fig. 2D). The expression level of *35S*::*NPTII* in the *ros1 hda6–6* mutant was far lower than in *hda6–9* (100 times less) or *hda6–10* (10 times less). Nonetheless, the expression of an endogenous target *ERT7* (a HDA6 and NRPE1 epistasis target)^32^ in *ros1 hda6–6* was much higher than that in *hda6–9* or *hda6–10* (nearly 10 times higher). These results show that the two hda6 alleles are weaker, rather than null, alleles of HDA6 and that they may have the ability to discriminate and work on transgenes and endogenous genes.

Our two alleles produced two different domain disrupted protein since the two mutations occurred in different domains of the HDA6 protein. The *hda6–9* mutant has a T-DNA insertion at 12 bp before the stop codon, thus causing the C-terminal disruption. On the other hand, the *hda6–10* allele has a 13-bp deletion in the first exon, which creates a premature stop codon and produces a truncated peptide lacking both the HD domain and the C-terminal domain (Fig. 1C). Given that the C-terminal domain was considered the mere interaction domain with MET1^35^, one might predict that the two *hda6* alleles should have the same or similar DNA methylation patterns since both of them have a disrupted/deleted C-terminal domain. However, the two alleles exhibited significant differences in DNA methylation at the *35S* promoter and the *RD29A* promoter, which indicated that the HD domain of HDA6 may have certain roles in DNA methylation as well. The prediction has been confirmed by a new hda6*–*8 allele which has a single amino acid substitution at ER motif of histone deacetylase domain^38^. Although yeast two-hybrid assays showed that the whole HD domain did not interact with MET1^35^, part of the HD domain of the mammalian HDAC1 (a homolog of HDA6) was found to interact with DNMT1 (a mammal homolog of MET1)^39^. Furthermore, it was reported that the single point mutation (D186N) in the HD domain of HDA6 led to reduced CG, CHG and CHH methylation levels that were even lower than in the null mutant of HDA6^40^. In addition, a point mutation (D186A) of HDA6 could not rescue the phenotypes of its *axe1–*5 mutant allele^28^. Besides the HD domain and the C-terminal domain, the N-terminal domain of HDA6 also seems to have some effects on DNA methylation, especially on rDNA repeats since the *sil1* mutant with a point mutation (Gly 16 Arg) at the N-terminus of HDA6 also caused decreased DNA methylation in the rDNA region^41^. Thus, although the C-terminus of HDA6 can physically interact with MET1, it seems that any part of the HDA6 protein is indispensable for maintaining heterochromatin status and transgene silencing via the effects on deacetylation and DNA methylation.

It is intriguing that the two *hda6* mutants would differently affect the methylation status of the two reporter genes. This may have to do, at least partly, with the difference in the interaction between the hda6 mutants and MET1, which controls much of DNA methylation. Although the two hda6 mutant proteins both interacted with MET1 on the less stringent SD/–Leu/–Trp/X media, *hda6–10* but not *hda6–9* interacted with MET1 on the more stringent SD/–Ade/–His/–Leu/–Trp/X/A media. Under these conditions, the interaction strength of *hda6–10* and MET1 was similar to if not higher than that of the wild-type HDA6 protein and MET1 (Fig. 6B). BiFC experiments using full-length MET1 tagged with the N-terminal YFP (i.e., nYFP) and wild-type HDA6 (or HDA6–9 or HDA6–10) tagged with the C-terminal YFP (i.e., cYFP) confirmed that MET1 and different HDA6 interacted *in vivo*, although the intensity of the interaction signal and patterns of interaction differed among the different HDA6 proteins (Fig. 7). The reason for the interaction between hda6–10 (a truncated protein only with N-terminal and partial HD domain) and MET1 may depend on the final 5 mutated amino acids. The wild type HDA6 without last 4 amino acid (PPSS) severely impair its interaction with MET1 (e.g hda6–9), while the last 5 mutated amino acids (VLPSN) in hda6–10 are similar to wild type last 5 amino acids (NPPSS), may thus make the truncated protein has ability to strongly interact with MET1 *in vitro*.

A previous study on the *35S::NPTII* expression in the wild type and *ros1–1* mutant showed that ROS4/IDM1, a PHD zinc-finger domain-containing histone acetyltransferase, is crucial for *NPTII* transcription^23^. The knockout line of this gene cannot release the *NPTII* expression in the *ros1–1* background even with a low DNA methylation level in the *35S* promoter^23^, demonstrating a coordinated and interdependent regulation of the *NPTII* expression by both DNA methylation and histone acetylation. In *hda6–10* mutant, although the *35S* promoter is hypermethylated (Fig. 4, lower panel), its H3K9 and H3K27 acetylation levels were higher (Fig. 8, right, upper and middle panels) than those in the other *hda6* allele, wild type as well as *ros1–1*. This enhanced histone acetylation may lead to a strong release of *NPTII* in *hda6–10* relative to *ros1–1* and the wild type despite of its hypermethylated promoter. Nonetheless, between the two *hda6* mutants, the level of histone acetylation at the examined sites (Fig. 8) did not correlate with the level of derepression of the *NPTII* gene (Figs 2C and S5). Rather, the DNA methylation levels of the *35S* promoter correlated well with the expression level of *NPTII* in the two *hda6* mutants. These data raised interesting questions regarding how the nature of these promoters affects their chromatin states and how these epigenetic modifications affect gene transcription. Previous literatures showed that heterochromatic transcription is dependent on Pol IVB/V^11^. Interestingly, the *hda6–10* mutant also showed the enhanced transcription of Pol V targets (e.g. IGN6 and IGN15, Fig 2C).

Some of the complications of differing histone acetylation among the *hda6* alleles may also have to do with their impact on the expression of other HDAs. HDA6 and HDA7 belong to the same Class I HDA1/RPD3 family^42^. HDA7 is normally not expressed in any part of the plant. However, light, heat and biotic stress could induce its expression^42^. Our data showed that HDA7 was highly expressed in the two *hda6* mutants after a 24-hour cold-treatment (Fig. 3B and S2). This compensation effect may suggest that HDA7 might play some of the histone deacetylation functions of HDA6 when HDA6 is not available. Recently, the compensation effects between *HDA6* and *HDA7* was also found in the *HDA7* knock-down line where the expression of *HDA6* and *HDA9* was significantly increased^33^.

It is known that histone modification and DNA methylation cooperatively maintain heterochromatin status to silence transgenes, transposable elements, repetitive sequences and rDNA repeats^5^,^28^,^29^. In mammalian systems, DNA methylation was thought to determine the chromatin structure via methyl DNA-specific binding proteins to recruit enzymatic machinery capable of locally altering histones^43^. On the other hand, histone modifications also determine DNA methylation via histone methylase G9a recruitment of the *de novo* DNA methylases DNMT3A and DNMT3B to methylate the underlying DNA^44^,^45^. In Arabidopsis, both the BAH domain and chromo domain of CMT3 form an aromatic cage to function as an interactive interface to capture H3K9me2 containing nucleosomes^5^. Similarly, KYP/SUVH4, a histone H3K9 methyltransferase, has a domain binding to CMT3 methylated CHG. The discoveries of different DNA methylation and histone modification of two *hda6* alleles in the current study indicate that similar coordinated functions between DNA methylation and histone modification mediated by HDA6 may also exist in plants.

## Material and Methods

### Plant growth, mutant screening and gene cloning

The Arabidopsis wild-type C24 (WT) and the *ros1–1* mutant that both harbor the homozygous *RD29A-LUC* transgene were described previously^27^. A T-DNA-mutagenized population in the *ros1–1* mutant background^26^ was used for screening for *ros1–1* suppressors. Plants were grown at 21 °C with 16 h of light and 8 h of darkness. To analyze *RD29A-LUC* expression, 7-d-old seedlings on MS plates were sprayed with luciferin (Promega) for luminescence imaging using a CCD camera as described^27^. The putative ros1–1 suppressors that emitted higher levels of luminescence than ros1–1 were transferred to soil for seed setting. These plants were further tested on Murashige and Skoog (MS) media supplement with 75 μg/ml kanamycin. The map-based cloning method was used to identify the mutated genes. The *ros1 hda6–6* double mutant was obtained by crossing *axe1–5* to *ros1–1* mutant and F_2_ population was planted on the MS agar medium supplemented with 50 μg/ml kanamycin, and the resistant seedlings were genotyped to obtain homozygous *ros1–1* and *axe1–5* seedlings.

The genomic sequence of HDA6 from wild-type C24 was amplified and cloned into the Gateway vector PMDC99 for complementation assays. The full-length *HDA6* cDNA, truncated *HDA6* cDNA (for amino acids 1–467) and mutated *hda6* cDNAs (*hda6–9* and *hda6–10*) were cloned from the wild type, *hda6–9*, and *hda6–10*, respectively. These cDNAs were further cloned into the pGBKT7 vector for yeast two-hybrid assays, and also cloned into pENTRY1A before being introduced into the binary vectors pEG104 (for localization) and pEG202-cYFP (for BiFC). The plasmid for pGADT7-MET1 (R2FB), pEG201-MET1(FL)-nYFP, and pEG202-HDA6(FL)-CYFP are kindly provided by Dr. Keqiang Wu.

### DNA methylation assays

For Chop-PCR analysis, genomic DNA was extracted using a plant DNeasy extraction kit (Qiagen) and 200 ng of genomic DNA was linearized with 20 U *Bam*HI (NEB, high fidelity) for 3 h at 37 °C. The digested DNA was purified with a Qiagen spin column and further treated with 10 U of McrBC per 100 ng of *Bam*HI-digested genomic DNA at 37 °C for 16 hours before PCR amplification. Controls also were similarly performed using H_2_O instead of McrBC. PCR amplification was conducted with Ex-Taq for 30 cycles, and the amplified fragments were analyzed on 1.7% agarose gel.

For bisulfite sequencing, 150 ng of genomic DNA were converted using a Qiagen-Epitect bisulfite kit, and the converted genomic DNA was amplified with bisulfite sequencing primers for the transgenic *RD29A* promoter, and then the amplified DNA was cloned into a pGEM-T vector (Promega). Twenty-four colonies were chosen for sequencing and DNA methylation analysis.

The 5-aza-2′-deoxycytidine treatment was performed as described^25^. Briefly, seeds were planted on MS plates supplemented with 50 μg/ml kanamycin and 7 μg/ml 5-aza-2′-deoxycytidine. Fourteen days after germination, the seedlings were treated at 4 °C for 24 h before being harvested for total RNA extraction.

### RNA analysis

For total RNA extraction, 100 mg of seedlings were harvested after cold treatment (4 °C, 1 d) and extracted using an RNeasy plant kit (Qiagen). The extracted total RNAs were treated with DNAse I and cleaned up with an RNA mini-column or treated with a Ribo-minus kit to remove rRNA from total RNA. For cDNA synthesis, 2–3 μg total RNAs with oligo d(T) or 300 ng ribo-minus RNAs with random hexamer primers were used for reverse transcription using the Invitrogen Superscript III reverse transcriptase kit. The RT solution was diluted 10 times and used for RT-PCR/qRT-PCR. For RNA blot analyses, 12 μg total RNAs from each sample were loaded, and *UBQ3* was used as an endogenous reference.

Microarray analysis was performed using the Arabidopsis Gene Expression Microarray (V4, Agilent), which contains 43,803 Arabidopsis gene probes and 1,417 Agilent control probes. There are 4 biological replicates for each sample. Total RNA (150 ng) was used to prepare Cy3-labeled probe using the low-RNA-input linear amplification/labeling kit (Agilent). The dye incorporation and copy RNA yield were measured using the Nanodrop-ND 8000 spectrophotometer (Thermo Fisher). Labeled RNA probes (1.65 mg) were fragmented using the fragmentation buffer (Agilent) and hybridized to the Arabidopsis arrays in the presence of the Gene Expression Hybridization buffer HI-RPM and the blocking agent (Agilent) for 17 h at 65 °C with a 10-rpm rotation speed in a hybridization oven (Agilent). The arrays were then washed using low stringency wash buffer 1 (Agilent) at room temperature for 1 min followed by a high-stringency wash using wash buffer 2 (Agilent) at 37 °C. The arrays were air-dried and scanned using the high-resolution array scanner (Agilent) with the appropriate settings for one-color gene expression arrays. The signal intensities were extracted from the scanned images with the aid of Feature extraction software 10.7.1.1 (Agilent) and subjected to background subtraction and spatial detrending. The outliers and the abnormal features were flagged, and the data were normalized using intraarray percentile shift normalization (threshold of 75 and above) and median-based interarray normalization. GeneSpring GX (Agilent) was used to calculate the intensity ratios and fold changes. Genes with P < 0.05 and change above 2-fold were chosen for the enrichment analysis. The microarray data were submitted to GEO(NCBI) database, the accession number is GSE73716.

### Yeast two-hybrid assays

For yeast two-hybrid assays, the Matchmaker Gold yeast two-hybrid system was used to detect the interaction between HDA6 or its mutated versions and MET1. Wild type or mutant hda6 were cloned into pGBKT7 and transformed into Y2HGold, and pGADT7-MET1 (aa. 735–869 from Dr. Keqiang Wu) was transformed into Y187. The mating and tests were done strictly following the manual provided by the manufacturer (Clontech laboratories, Inc). X-α-gal, but not X-β-gal, was used for the reporter gene assay. The lower stringent selective plates included Minimal Media Double Dropouts (SD/-Trp/-Leu) and X-α-gal, while higher stringent selective plates included Minimal Media Quadruple Dropouts (SD/-Trp/-Leu/-Ade/-His), X-α-gal, and the antibiotic Aureobasidin A.

### BiFC assays

The binary vectors harboring the wild-type HDA6 or mutant (hda6–9 or hda6–10) cDNAs tagged with C-terminal half of YFP (pEG202-HDA6/hda6–9/hda6–10-cYFP), and the binary vector harboring full-length MET1with N-terminal half of YFP (pEG201-MET1-nYFP) were introduced into GV3101 via electroporation. Single colonies of each construct were inoculated in LB medium with 50 μg/ml kanamycin, and the overnight cultures were pelleted and resuspended in a buffer (10 mM MgCl, 10 mM MES-K (pH5.6) ) supplemented with 100 μM acetosyringone, and put on bench overnight, and then the overnight cultures were Agro-infiltrated into leaves of *N. benthamiana*. Two days later, the fluorescence signals were documented with Zeiss confocal microscopy.

### Chromatin immunoprecipitation

Chromatin immunoprecipitaion assays for reporter gene promoters and a HDA6 endogenous target (At5g41660) were performed with 2-week-old seedlings. Around 1 g of fresh seedlings was harvested and cross-linked with 1% formaldehyde under vacuum for 15 minutes, and then quenched with a 2 M glycine solution and vacuumed for additional 5 minutes. After removing the formaldehyde, the sample was washed with sterilized deionized water three times. Further grinding, immunoprecipitation as well as reverse cross-linking were performed using an EpiQuick plant ChiP kit (Epigentek Inc, Farmingdale, NY) following the manual provided by the manufacturer. Anti-H3K9me2 was from Epigentek, and antibodies against H3K9ac and H3K27ac were from Millipore. The purified genomic DNA fragments were used as templates for qPCR^46^,^47^,^48^,^49^,^50^,^51^.

## Additional Information

**How to cite this article**: Zhang, S. *et al.* Two domain-disrupted hda6 alleles have opposite epigenetic effects on transgenes and some endogenous targets. *Sci. Rep.* **5**, 17832; doi: 10.1038/srep17832 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
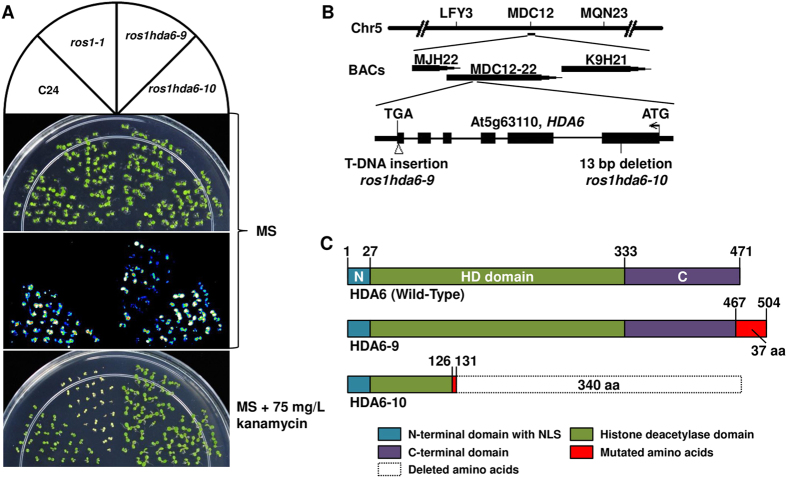
Luminescence and kanamycin resistance phenotypes of *ros1* suppressors. (**A**) WT (*C24-LUC*, harboring the *RD29A::LUC* transgene), *ros1–1*, and the two suppressor mutants, *hda6–9* and *hda6–10,* were either grown on MS agar plates for 7 d and their luminescence was imaged after cold treatment (1 d, 4 °C); or they were grown on MS agar plates supplemented with 75 μg/ml kanamycin and their pictures were taken 10 days after germination. (**B**) Molecular mapping delimited the mutation of *hda6–9* to the interval between the molecular markers MDC12-10 and MDC12-50. (**C**) Schematic structure of the wild type HDA6, hda6–10 and hda6–9 proteins.

**Figure 2:**
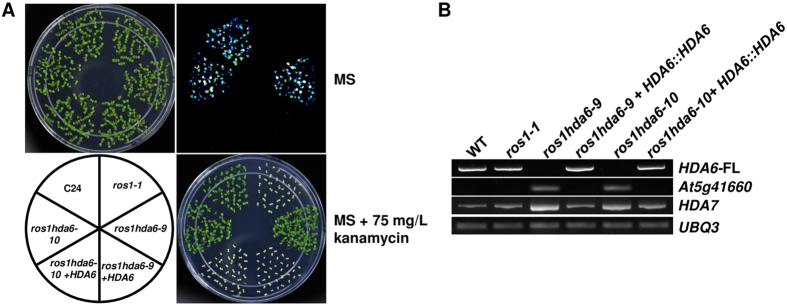
Complementation of the two hda6 mutants. (**A**) Complementation of the kanamycin resistance and luminescence expression phenotypes of the two hda6 mutants by wild-type HDA6 genomic DNA. (**B**) HDA6 genomic DNA-complemented hda6–9 and hda6–10 mutants restored ros1–1 molecular phenotypes.

**Figure 3:**
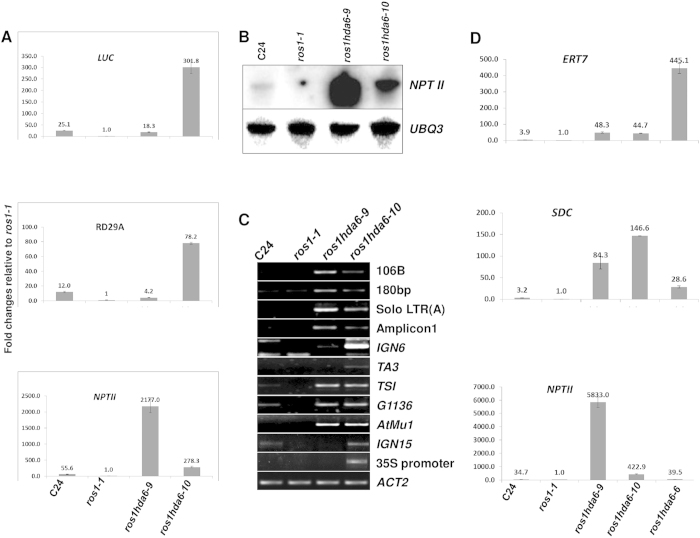
Transcriptional gene silencing is suppressed in the *hda6–9* and *hda6–10* mutant plants. (**A**) Expression levels of LUC (upper panel), endogenous *RD29A* (middle panel) and *NPTII* (lower panel) relative to those in *ros1–1* were measured with qRT-PCR using *UBQ3* as an internal reference. The Y-axis represents the fold changes compared to *ros1–1*. Ten-day-old seedlings were treated at 4 °C for 1 day, and then total RNAs were extracted for analyzing the expression of the reporter genes and endogenous genes. (**B**) RNA blot assays showed the expression level of *NPTII* in wild type, *ros1–1, hda6–9, hda6–10* and *ros1 ago4*. *UBQ3* was used as a loading control. (**C**) Expression of selected endogenous targets of HDA6 determined by RT-PCR with random hexamer primers. *ACT2* (*ACTIN2)* (its CT mean in all 4 samples with 20 cycles) was used as an internal reference. (**D**) Relative expression of Group E target *ERT7, 35S::NPTII*, and *SDC* among the two *hda6* mutated alleles and *ros1 hda6–6* (the *hda6* null mutant *axe1–5* in the *ros1–1* background). Data are means and standard derivations based on 3 biological replicates.

**Figure 4:**
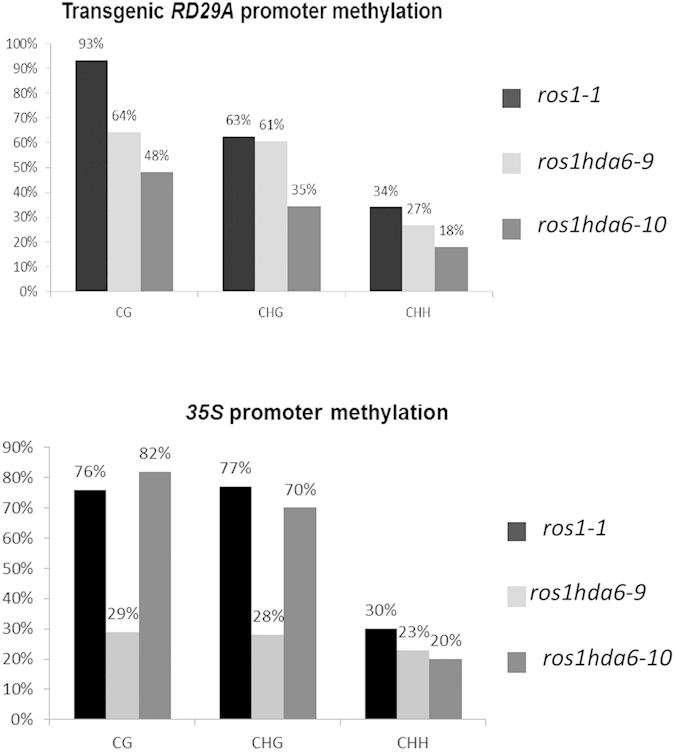
DNA methylation analysis on the *RD29A* promoter and the *35S* promoter. Bisulfite sequencing determination of DNA methylation levels on transgenic *RD29A* promoter (−270 to 0) (upper panel) and *35S* promoter (−232 to 0) (lower panel) in *ros1–1*, *hda6–9* and *hda6–10*. Data are based on 24 individual colonies for each genotype.

**Figure 5:**
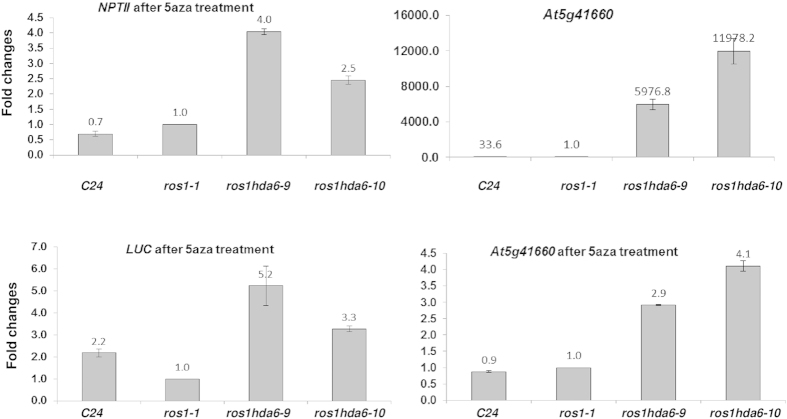
Target gene expression after 5-aza-deoxycytidine treatments. Expression levels of the indicated genes relative to those in *ros1–1* were determined with qRT-PCR using *UBQ3* as an internal reference. Data are means and standard derivations based on 3 biological replicates.

**Figure 6:**
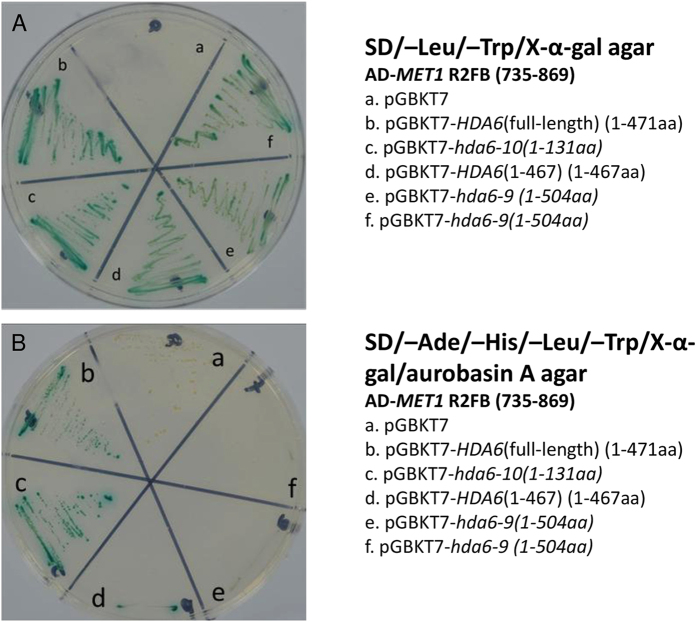
Yeast two-hybrid assays to detect the interaction between MET1 (R2FB) and hda6 mutant alleles. (**A**) Negative control (pGBKT7), wild-type HDA6 (1–471aa), mutated hda6–10 (1–131aa), HDA6 (1–467) (1–467aa) and hda6–9 (1–504aa) on the less stringent medium SD/-Trp/-Leu/X. (**B**) The interaction assay on the more stringent medium SD/-Trp/-Leu/-Ade/-His/X/A. The pictures were taken 2 days after streaking on the shown media.

**Figure 7:**
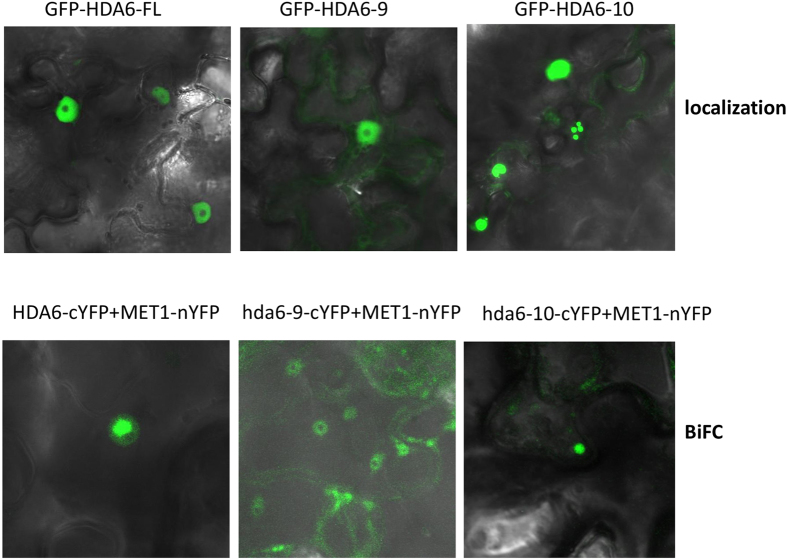
Subcellular localization of the full-length HDA6 and its mutated proteins and their *in vivo* interaction with MET1. Upper panels: Subcellular localization of the full-length HDA6 (wild type, left), hda6–9 (middle), and hda6–10 (right). Lower panels: BiFC interactions between MET1 and full-length HDA6 (wild type, left), hda6–9 (middle), and hda6–10 (right).

**Figure 8:**
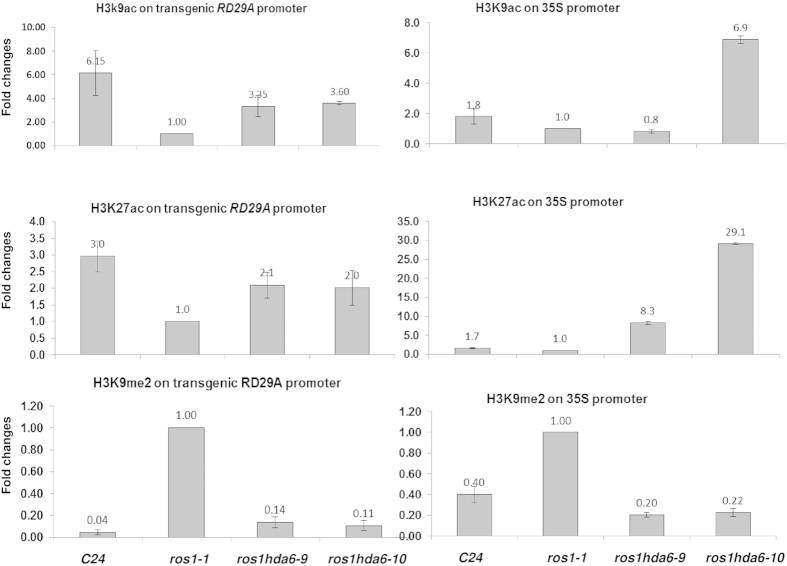
Chromatin Immunoprecipitation (ChIP) with repressive marks H3K9me2 and active marks H3K9ac and H3K27ac. H3K9me2 accumulation on the *35S* promoter (right, lower panel) and the transgenic *RD29A* promoter (left, lower panel); H3K9ac accumulation on the *35S* promoter (right, upper panel) and the *RD29A* transgene promoter (left, upper panel); H3K27ac accumulation on the *35S* promoter (right, middle panel) and the *RD29A* transgene promoter (left, middle panel). Data are means and standard derivations based on 3 technical replicates.

**Figure 9:**
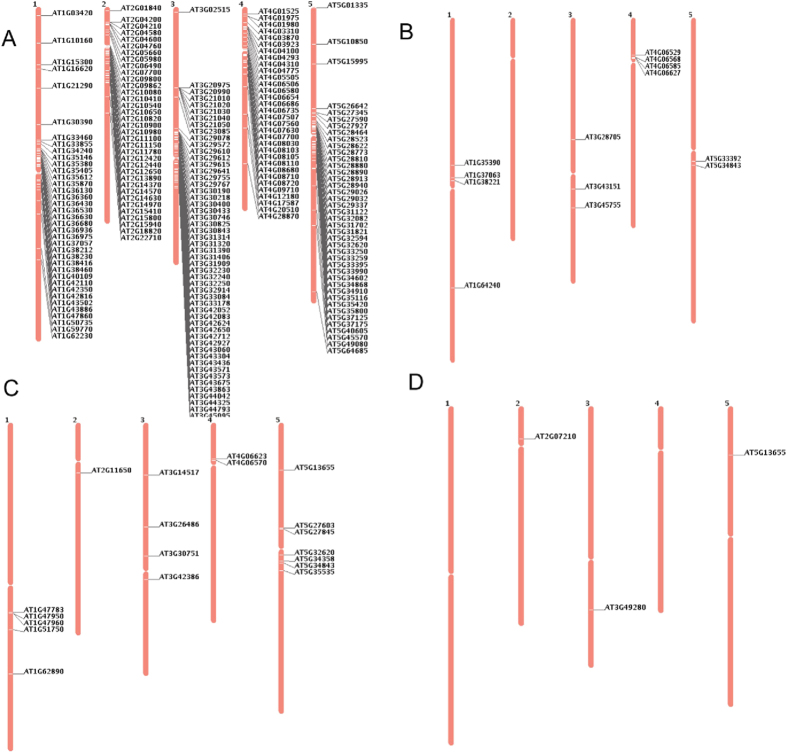
Chromosomal localization of up- or down-regulated transposons in *hda6* mutants relative to the *ros1–1* mutant. (**A**) Common up-regulated transposons in *hda6–10* and *hda6–9* relative to the *ros1–1* single mutant. (**B**) *hda6–10* specifically up-regulated transposons. (**C**) *hda6–10* specifically down-regulated transposons. (**D**) *hda6–9* specifically up-regulated transposons.

## References

[b1] LykoF. *et al.* Mammalian (cytosine-5) methyltransferases cause genomic DNA methylation and lethality in *Drosophila*. Nat Genet 23, 363–366 (1999).1054595510.1038/15551

[b2] HendersonI. R. & JacobsenS. E. Tandem repeats upstream of the Arabidopsis endogene SDC recruit non-CG DNA methylation and initiate siRNA spreading. Genes Dev 22, 1597–1606 (2008).1855947610.1101/gad.1667808PMC2428058

[b3] CaoX. & JacobsenS. E. Locus-specific control of asymmetric and CpNpG methylation by the DRM and CMT3 methyltransferase genes. Proc Natl Acad Sci USA 99 Suppl 4, 16491–16498 (2002).1215160210.1073/pnas.162371599PMC139913

[b4] WooH. R., DittmerT. A. & RichardsE. J. Three SRA-domain methylcytosine-binding proteins cooperate to maintain global CpG methylation and epigenetic silencing in Arabidopsis. PLoS Genet 4, e1000156 (2008).1870416010.1371/journal.pgen.1000156PMC2491724

[b5] DuJ. *et al.* Dual binding of chromomethylase domains to H3K9me2-containing nucleosomes directs DNA methylation in plants. Cell 151, 167–180 (2012).2302122310.1016/j.cell.2012.07.034PMC3471781

[b6] StroudH., GreenbergM. V., FengS., BernatavichuteY. V. & JacobsenS. E. Comprehensive analysis of silencing mutants reveals complex regulation of the Arabidopsis methylome. Cell 152, 352–364 (2013).2331355310.1016/j.cell.2012.10.054PMC3597350

[b7] MosherR. A., SchwachF., StudholmeD. & BaulcombeD. C. PolIVb influences RNA-directed DNA methylation independently of its role in siRNA biogenesis. Proc Natl Acad Sci USA 105, 3145–3150 (2008).1828704710.1073/pnas.0709632105PMC2268599

[b8] GaoZ. *et al.* An RNA polymerase II- and AGO4-associated protein acts in RNA-directed DNA methylation. Nature 465, 106–109 (2010).2041088310.1038/nature09025PMC2865564

[b9] LorkovicZ. J., NaumannU., MatzkeA. J. & MatzkeM. Involvement of a GHKL ATPase in RNA-directed DNA methylation in *Arabidopsis thaliana*. Curr Biol 22, 933–938 (2012).2256061110.1016/j.cub.2012.03.061

[b10] ZhengB. *et al.* Intergenic transcription by RNA polymerase II coordinates Pol IV and Pol V in siRNA-directed transcriptional gene silencing in Arabidopsis. Genes Dev 23, 2850–2860 (2009).1994876310.1101/gad.1868009PMC2800093

[b11] WierzbickiA. T., HaagJ. R. & PikaardC. S. Noncoding transcription by RNA polymerase Pol IVb/Pol V mediates transcriptional silencing of overlapping and adjacent genes. Cell 135, 635–648 (2008).1901327510.1016/j.cell.2008.09.035PMC2602798

[b12] ChanS. W. *et al.* RNAi, DRD1, and histone methylation actively target developmentally important non-CG DNA methylation in arabidopsis. PLoS Genet 2, e83 (2006).1674155810.1371/journal.pgen.0020083PMC1472700

[b13] AusinI., MocklerT. C., ChoryJ. & JacobsenS. E. IDN1 and IDN2 are required for *de novo* DNA methylation in Arabidopsis thaliana. Nat Struct Mol Biol 16, 1325–1327 (2009).1991559110.1038/nsmb.1690PMC2842998

[b14] ZhangH., ZhuJ. K. RNA-directed DNA methylation. Curr Opin Plant Biol 14, 142–147 (2011).2142034810.1016/j.pbi.2011.02.003PMC3096526

[b15] ZhengZ. *et al.* An SGS3-like protein functions in RNA-directed DNA methylation and transcriptional gene silencing in Arabidopsis. Plant J 62, 92–99 (2010).2005974310.1111/j.1365-313X.2010.04130.xPMC2858770

[b16] HeX. J. *et al.* NRPD4, a protein related to the RPB4 subunit of RNA polymerase II, is a component of RNA polymerases IV and V and is required for RNA-directed DNA methylation. Genes Dev 23, 318–330 (2009a).1920411710.1101/gad.1765209PMC2648547

[b17] HeX. J. *et al.* An effector of RNA-directed DNA methylation in arabidopsis is an ARGONAUTE 4- and RNA-binding protein. Cell 137, 498–508 (2009c).1941054610.1016/j.cell.2009.04.028PMC2700824

[b18] AufsatzW. *et al.* HDA6, a putative histone deacetylase needed to enhance DNA methylation induced by double-stranded RNA. EMBO J 21, 6832–6841 (2002).1248600410.1093/emboj/cdf663PMC139084

[b19] JonesP. A. DNA methylation and cancer. Oncogene 21, 5358–5360 (2002).1215439810.1038/sj.onc.1205597

[b20] LehnertzB. *et al.* Suv39h-mediated histone H3 lysine 9 methylation directs DNA methylation to major satellite repeats at pericentric heterochromatin. Curr Biol 13, 1192–1200 (2003).1286702910.1016/s0960-9822(03)00432-9

[b21] JohnsonL., CaoX. & JacobsenS. Interplay between two epigenetic marks. DNA methylation and histone H3 lysine 9 methylation. Curr Biol 12, 1360–1367 (2002).1219481610.1016/s0960-9822(02)00976-4

[b22] QianW. *et al.* A histone acetyltransferase regulates active DNA demethylation in Arabidopsis. Science 336, 1445–1448 (2012).2270093110.1126/science.1219416PMC3575687

[b23] LiX. *et al.* Antisilencing role of the RNA-directed DNA methylation pathway and a histone acetyltransferase in Arabidopsis. Proc Natl Acad Sci USA 109, 11425–11430 (2012).2273376010.1073/pnas.1208557109PMC3396497

[b24] ZhuJ. KapoorA., SridharV. V., AgiusF. & ZhuJ. K. The DNA glycosylase/lyase ROS1 functions in pruning DNA methylation patterns in Arabidopsis. Curr Biol 17, 54–59 (2007).1720818710.1016/j.cub.2006.10.059

[b25] GongZ. *et al.* ROS1, a repressor of transcriptional gene silencing in Arabidopsis, encodes a DNA glycosylase/lyase. Cell 111, 803–814 (2002).1252680710.1016/s0092-8674(02)01133-9

[b26] KapoorA. *et al.* Mutations in a conserved replication protein suppress transcriptional gene silencing in a DNA-methylation-independent manner in Arabidopsis. Curr Biol 15, 1912–1918 (2005).1627186710.1016/j.cub.2005.09.013

[b27] IshitaniM., XiongL., StevensonB. & ZhuJ. K. Genetic analysis of osmotic and cold stress signal transduction in Arabidopsis: interactions and convergence of abscisic acid-dependent and abscisic acid-independent pathways. Plant Cell 9, 1935–1949 (1997).940111910.1105/tpc.9.11.1935PMC157048

[b28] EarleyK. *et al.* Mechanisms of HDA6-mediated rRNA gene silencing: suppression of intergenic Pol II transcription and differential effects on maintenance versus siRNA-directed cytosine methylation. Genes Dev 24, 1119–1132 (2010).2051619710.1101/gad.1914110PMC2878650

[b29] EarleyK. *et al.* Erasure of histone acetylation by Arabidopsis HDA6 mediates large-scale gene silencing in nucleolar dominance. Genes Dev 20, 1283–1293 (2006)1664846410.1101/gad.1417706PMC1472903

[b30] ToT. K. *et al.* Arabidopsis HDA6 regulates locus-directed heterochromatin silencing in cooperation with MET1. PLoS Genet 7, e1002055 (2011).2155233310.1371/journal.pgen.1002055PMC3084210

[b31] MurfettJ., WangX. J., HagenG. & GuilfoyleT. J. Identification of Arabidopsis histone deacetylase HDA6 mutants that affect transgene expression. Plant Cell 13, 1047–1061 (2001).1134018110.1105/tpc.13.5.1047PMC135561

[b32] BlevinsT. *et al.* A two-step process for epigenetic inheritance in Arabidopsis. Mol Cell 54, 30–42 (2014).2465716610.1016/j.molcel.2014.02.019PMC3988221

[b33] CiglianoR. A. *et al.* Histone deacetylase AtHDA7 is required for female gametophyte and embryo development in Arabidopsis. Plant Physiol 163, 431–440 (2013).2387807810.1104/pp.113.221713PMC3762662

[b34] AgiusF., KapoorA. & ZhuJ. K. Role of the Arabidopsis DNA glycosylase/lyase ROS1 in active DNA demethylation. Proc Natl Acad Sci USA 103, 11796–11801 (2006).1686478210.1073/pnas.0603563103PMC1544249

[b35] LiuX. *et al.* HDA6 directly interacts with DNA methyltransferase MET1 and maintains transposable element silencing in Arabidopsis. Plant Physiol 158, 119–129 (2012).2199434810.1104/pp.111.184275PMC3252112

[b36] LiuJ. *et al.* An atypical component of RNA-directed DNA methylation machinery has both DNA methylation-dependent and -independent roles in locus-specific transcriptional gene silencing. Cell Res 21, 1691–1700 (2011).2206470410.1038/cr.2011.173PMC3357990

[b37] ZhengX., ZhuJ., KapoorA. & ZhuJ. K. Role of Arabidopsis AGO6 in siRNA accumulation, DNA methylation and transcriptional gene silencing. EMBO J 26, 1691–1701 (2007).1733275710.1038/sj.emboj.7601603PMC1829372

[b38] HristovaE., FalK., KlemmeL., WindelsD. & BucherE. HDA6 controls gene expression patterning and DNA methylation-independent euchromatic silencing. Plant physiol. 168(4), 1298–308 (2015).2591811710.1104/pp.15.00177PMC4528735

[b39] FuksF., BurgersW. A., BrehmA., Hughes-DaviesL. & KouzaridesT. DNA methyltransferase Dnmt1 associates with histone deacetylase activity. Nat Genet 24, 88–91 (2000).1061513510.1038/71750

[b40] AufsatzW., StoiberT., RakicB. & NaumannK. Arabidopsis histone deacetylase 6: a green link to RNA silencing. Oncogene 26, 5477–5488 (2007).1769408810.1038/sj.onc.1210615

[b41] ProbstA. V. *et al.* Arabidopsis histone deacetylase HDA6 is required for maintenance of transcriptional gene silencing and determines nuclear organization of rDNA repeats. Plant Cell 16, 1021–1034 (2004)1503773210.1105/tpc.018754PMC412874

[b42] AlinsugM. V., YuC. W. & WuK. Phylogenetic analysis, subcellular localization, and expression patterns of RPD3/HDA1 family histone deacetylases in plants. BMC Plant Biol 9, 37 (2009).10.1186/1471-2229-9-37PMC267150719327164

[b43] HashimshonyT., ZhangJ., KeshetI., BustinM. & CedarH. The role of DNA methylation in setting up chromatin structure during development. Nat Genet 34, 187–192(2003).1274057710.1038/ng1158

[b44] Epsztejn-LitmanS. *et al.* *De novo* DNA methylation promoted by G9a prevents reprogramming of embryonically silenced genes. Nat Struct Mol Biol 15, 1176–1183 (2008).1895333710.1038/nsmb.1476PMC2581722

[b45] FeldmanN. *et al.* G9a-mediated irreversible epigenetic inactivation of Oct-3/4 during early embryogenesis. Nat Cell Biol 8, 188–194 (2006).1641585610.1038/ncb1353

[b46] BenderJ. DNA methylation and epigenetics. Annual review of plant biology 55, 41–68 (2004).10.1146/annurev.arplant.55.031903.14164115725056

[b47] ChinnusamyV. & ZhuJ. K. RNA-directed DNA methylation and demethylation in plants. Sci China C Life Sci 52, 331–343 (2009).1938145910.1007/s11427-009-0052-1PMC3139477

[b48] HeX. J. *et al.* A conserved transcriptional regulator is required for RNA-directed DNA methylation and plant development. Genes Dev 23, 2717–2722 (2009b).1990375810.1101/gad.1851809PMC2788325

[b49] LiE. Chromatin modification and epigenetic reprogramming in mammalian development. Nature reviews Genetics 3(9), 662–673 (2002).10.1038/nrg88712209141

[b50] VaillantI. & PaszkowskiJ. Role of histone and DNA methylation in gene regulation. Curr Opin Plant Biol 10(5), 528–533 (2007).1769256110.1016/j.pbi.2007.06.008

[b51] WierzbickiA. T., ReamT. S., HaagJ. R. & PikaardC. S. RNA polymerase V transcription guides ARGONAUTE4 to chromatin. Nat Genet 41, 630–634 (2009).1937747710.1038/ng.365PMC2674513

How the deposited data were processed for this re-analysis (not part of the article)

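Gene expression was measured in 12-day-old seedlings of C24 wild type, *ros1–1*, *ros1–1* *hda6–9* and *ros1–1* *hda6–10*, kept at 4 °C for 1 day before harvest, with 2 one-colour Agilent Arabidopsis arrays per genotype. The authors scanned the arrays and used Agilent's Feature Extraction software for background subtraction, spatial detrending and the marking of outlier spots. The values the authors deposited are intensity values on a linear scale. The scanner output of each array holds the processed signal, which is positive for every spot, and flags for saturation, outliers and signal well above background. The combined matrix equals the background-subtracted intensity of the scanner output spot by spot. It holds negative values, and carries neither the percentile shift nor the interarray normalization named in the methods. The methods name GeneSpring GX for ratios and fold changes, and a P value under 0.05 with a change above 2-fold for the enrichment analysis. The paper's text does not name the test behind that P value or an adjustment for multiple tests.

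Values were computed from the processed signal of the scanner output, with R 4.3.3 and limma 3.58.1. Spots marked as outliers were set aside, the signal was put on the log2 scale, and the 75th percentile of each array over its non-control probes was subtracted. Spots with the same probe were averaged. A probe was tested if it was well above background on both arrays of at least 1 genotype, which 35391 of 43603 probes were. A linear model with a mean per genotype was fitted to all 8 arrays with limma's lmFit and eBayes, whose prior degrees of freedom came to 1.8. Contrasts compared each allele with *ros1–1*, the alleles with each other, and C24 with *ros1–1*. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a change above 2-fold. Depth on an array is its signal over background: between 77.2% and 80.6% of the non-control spots were well above background, and the number of arrays sets the precision.

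Probes were joined to genes by RefSeq accession, which matched 34285 probes to protein-coding genes of the TAIR10.1 annotation. The array design refers to another genome build, so the annotation served only for gene names and the order of genes along a chromosome, and no position is given. Genes to be named were chosen by a rule: endogenous genes the paper names that are in a list set before the data were examined and have a probe, and in each contrast the 3 annotated genes with the largest rise and the 3 with the largest fall among called probes that were well above background on all arrays and changed the same way in both replicates. The list was not complete, as components of RNA-directed DNA methylation that the paper names, such as *DCL3*, *RDR2* and *AGO4*, were left out and not read. For a probe well above background on neither array of a group, a fold change is given only as a lower bound against the lowest signal that was well above background.

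Overlap between alleles was set beside 100 simulations of unchanged groups that share the *ros1–1* arrays. Lists of cold-regulated genes and clock genes, fixed before the data were examined, and a list of abscisic acid (ABA) response genes, drawn up after the results had been seen, were tested with limma's fry, adjusted over the 12 tests of 3 lists in 4 contrasts. Next to it, camera was run with a preset correlation of 0.01 and with an estimated one. Neighbouring called genes were counted against 10000 random sets of tested genes of the same size, and accession classes were compared with Fisher's exact test. On simulated data with 200 changed probes, the model called 174 of them (87.0%) and 6 unchanged probes.

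Alternatives set before the data were examined were normexp background correction with an offset of 50 (on the median spot and background brightness), a median shift, quantile normalization, the values of the combined matrix, no filter on dim probes, only probes well above background on all 8 arrays, outlier spots kept, genes in place of probes, only the arrays of the genotypes compared, slide as a fixed or a random block, the replicate number as a block, each array left out in turn, and 3 other thresholds.

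Transposable elements were left out, because the reference annotation used here has no such class and the accessions do not name them, so the counts of transposable elements and their map along the chromosomes were not analysed here. The split of targets into AGI and non-AGI regions was replaced by accession classes. The lists of targets in Table S1 and Figure S5 were not used here. *ACT2* had no probe matched, and *ERT7* is not in the annotation used. Quantitative RT-PCR, bisulfite sequencing and chromatin immunoprecipitation were not used here.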

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

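The tests of slide, chromosome segments and chromosome stretches on the C24 difference, the tests of the probes changed in opposite directions and of *HDA6*, and the list of ABA response genes with the tests on it were chosen after the results had been seen.

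The paper does not report a comparison of C24 with *ros1–1* on the arrays. In that comparison limma called 121 probes higher and 33 lower in C24, against 615 and 261 at an unadjusted p under 0.05 and a 2-fold change. Genes were ranked among called probes well above background on all arrays of both genotypes and without overlap. The largest rises of annotated genes were then those of AT3G28320, by 4.36 on the log2 scale (standard error 0.20, adjusted p = 0.0022 from limma), AT3G60520, by 3.86, and *AT14A* (AT3G28290), by 3.85, and the lowest values were -3.25 for AT1G77790, -2.24 for AT5G56920 and -2.17 for AT3G19515. Over the alternatives the adjusted p of AT1G77790 ran from 0.0083 to 0.11 and that of AT3G19515 from 0.025 to 0.13. Of the 121 probes, 96 were also higher than *ros1–1* in *hda6–10*, 95 in *hda6–9* and 85 in both. As all 3 comparisons share the *ros1–1* arrays, the probes were chosen with 1 *ros1–1* array and the alleles compared with the other. The lowest of the medians was then 1.58, in *hda6–9* over 106 probes of which 72 were above 0, and the highest was 3.07, in *hda6–10* over 43 probes all above 0, which argues against the shared arrays as the whole cause. Segments of the chromosomes that differ between the lines predict called genes next to each other. Of the called genes, 1.12% had a called neighbour in the same direction, 1 pair against 0.234 expected (p = 0.21, one-sided permutation test over 10000 random sets), the genes AT3G28310 and AT3G28320. A single pair among 89 called genes decides nothing, and the share ran from 0% to 6.77% over the alternatives, so this count leaves segments open. No 200 consecutive tested genes held more than 5 of the 89 called genes, where random sets gave a median of 4 (p = 0.45, one-sided permutation test), which argues against 1 stretch that holds many of them. The genes *AT14A*, AT3G28310 and AT3G28320, picked out after their values were seen, lie close together. Both C24 arrays were alone on a slide, so slide and genotype cannot be told apart. With slide as a random block 120 probes were higher, a value that does not separate them. The counts also rest on single arrays: without *ros1–1* replicate 1, 43 probes were higher and 13 lower, and without C24 replicate 2, 10 were lower. Both alleles were recovered in the *ros1–1* background, so segments alone predict that these probes stay low in them. The medians of 1.58 to 3.07 in the alleles argue against segments as the whole cause, for the probes that rose. The 3.07 of *hda6–10* was against *ros1–1* replicate 1 on the same slide, so slide does not account for that rise. A candidate explanation that stays open is that *ros1* lowers these transcripts and that loss of HDA6 raises them again. Beside it, slide stays open for the C24 difference, and segments for probes that did not rise in the alleles.

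In 9 probes the alleles moved in opposite directions from *ros1–1*, and the direct comparison of the alleles also called all 9. Of these, 7 were raised in *hda6–10* and lowered in *hda6–9*, among them those of AT1G74830, *LCR6* (AT5G47077) and AT1G26790. The 2 that were lowered in *hda6–10* and raised in *hda6–9* are the probes of *HDA6*. Slide differed between the alleles. With slide as a block, 8 probes gave a value and all 8 stayed on opposite sides of *ros1–1*, which argues against slide as the whole cause, although the adjusted p of the direct comparison rose to between 0.11 and 0.30 in that model. The brighter probe of *HDA6* fell by 1.59 on the log2 scale in *hda6–10* (standard error 0.07, adjusted p = 0.00014 from limma) and rose by 1.05 in *hda6–9* (adjusted p = 0.00068 from limma), and stayed past the threshold of the test against *ros1–1* under every alternative run, with adjusted p values up to 0.013 and 0.045. With a median shift its rise in *hda6–9* was 0.968, below 2-fold, so it was not called there. Its difference between the alleles was -2.64, past the threshold except with slide as a fixed block (adjusted p = 0.12, from 3e-04 upwards over the alternatives). The dimmer probe fell by 1.33 in *hda6–10* and rose by 1.5 in *hda6–9*. Under normexp background correction it did not fall in *hda6–10* (0.13, adjusted p = 0.67 from limma), rose by 0.68 in *hda6–9* (adjusted p = 0.084), and differed by -0.55 between the alleles (adjusted p = 0.12), so the opposite directions rest on the brighter probe there. Over the alternatives these adjusted p values started at 0.00039, 0.00026 and 0.00029. A change of sequence under a probe lowers its signal, so the rise of 1.05 on the brighter probe in *hda6–9*, 1.06 under normexp, argues against it there. For the fall in *hda6–10*, -1.33 on the probe that moved less, a deletion under a probe cannot be told apart from a lower transcript level, because probe positions were not used here. In the paper the full-length transcript was absent in both mutants by RT-PCR (Fig. 3B), and these probes do not report length. A candidate explanation is that the premature stop in *hda6–10* lowers the transcript while the insertion near the end of the coding region in *hda6–9* leaves a transcript that still reaches the probes. It was not tested. A transcript that only still reaches the probes does not account for the rise above *ros1–1* in *hda6–9*, which stays unexplained.

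The lists of ABA response genes and cold-regulated genes changed in *hda6–10* and not detectably in *hda6–9*. The median log2 fold change of the 31 probes of 20 ABA response genes was 1.57 in *hda6–10* against *hda6–9* (adjusted p = 0.02 from limma's fry, 27 of 31 probes above 0, 15 called higher). It was 1.41 in *hda6–10* against *ros1–1* (adjusted p = 0.02 from fry, 27 of 31 above 0, 16 called higher), -0.21 in *hda6–9* (adjusted p = 0.84, 12 of 31 above 0) and 0.65 in C24 (adjusted p = 0.13, 23 of 31 above 0). In C24 limma called 0 of these probes over all probes tested, against 8 higher adjusted over the list alone, and 8 higher and 2 lower at an unadjusted p under 0.05 and a 2-fold change. For the 19 probes of 15 cold-regulated genes the median was 0.92 in *hda6–10* against *hda6–9* (adjusted p = 0.031 from fry, 17 of 19 above 0), with 7 called higher over all probes tested and 9 adjusted over the list alone. It was 1.44 in *hda6–10* against *ros1–1* (adjusted p = 0.02 from fry, 19 of 19 above 0), with 9 called higher and 11 adjusted over the list alone. In *hda6–9* it was 0.20 (adjusted p = 0.79, 1 called higher and 1 lower, 2 and 1 adjusted over the list alone), and in C24 0.22 (adjusted p = 0.25, 0 called by limma, 3 higher adjusted over the list alone and 5 unadjusted). Camera with its preset correlation gave p = 1.1e-13 for the ABA list and 8.9e-09 for the cold list between the alleles. For *hda6–10* against *ros1–1* it gave 1.6e-09 and 1.2e-07, and for C24 against *ros1–1* 2.6e-05 and 0.0018. The calls in *hda6–10* and between the alleles held under fry and those in C24 did not. None held under camera with an estimated correlation, whose p was 0.06 and 0.098 between the alleles, 0.1 and 0.12 in *hda6–10*, and 0.21 and 0.31 in C24. Over the alternatives the fry p between the alleles ran from 0.0018 to 0.26 for the ABA list and from 0.023 to 0.26 for the cold list, highest with slide as a fixed block. All seedlings were harvested after cold, and the list of ABA genes was drawn up because such genes were seen among the largest rises, so it is not independent evidence. A response that varies between harvests whatever the genotype stays open: the 2 arrays of C24 differed by a median of 0.595 over the list, below the 1.57 between the alleles, but 2 arrays per genotype cannot show how far harvests vary. A shift shared with other cold-regulated genes stays open as well, since the cold list without *RD29A* and *RD29B* still had a median of 0.507 between the alleles. A biological difference between the alleles in these responses may be part of the pattern and was not separated from the harvest.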

How the results depend on the processing

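The alternatives below were set before the data were examined, but the ABA response genes were chosen as a list, with all the tests on it, after results had been seen. No list or named gene that passed a threshold did so in the other direction under an alternative. The dimmer probe of *HDA6* in *hda6–10* against *ros1–1* lost its call with normexp background correction, where its log2 fold change was 0.13 (adjusted p = 0.67 from limma, from 0.00039 upwards over the alternatives) in place of -1.33. A median shift, outlier spots kept and slide as a random block left every count within 1.5 times of its value and every list test on its side of 0.05. Where a value moved, the cause was not tested, except where fewer probes, fewer arrays or another threshold change a count by construction.

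With normexp background correction, 1068 probes were higher and 244 lower in *hda6–10* than in *ros1–1*, 656 and 181 in *hda6–9*, 524 and 64 in both, and 41 and 8 in C24. The probes lower in *hda6–10* than in *hda6–9* were 116, the correlation of the alleles was 0.632, and 3.57% of the genes called in C24 had a called neighbour. This correction moved the median of all probes in *hda6–10* against *ros1–1* to 0.11 on the log2 scale. Of its 1068 and 244 calls in *hda6–10*, 1029 and 235 were also called without it. Quantile normalization gave 773 probes lower in *hda6–10* and 268 in both alleles, and 2.17% for neighbours in C24. The share of raised probes in *hda6–10* was then 65.4% (1462 raised), against 78.7%. With the matrix values the share of neighbours in C24 was 3.16%.

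Without a filter on dim probes the correlation was 0.757. With only probes well above background on all 8 arrays, which tests fewer probes, 1111 probes were higher in *hda6–10*, 961 in *hda6–9* and 673 in both. In C24, 64 were higher and 18 lower, with 0% next to a called gene. The correlation was 0.71, and the cold list between the alleles had a median of 0.507 (adjusted p = 0.06 from limma's fry). With genes in place of probes, the clock list passed the threshold in *hda6–10* against *ros1–1* (median 0.324) and between the alleles (median 0.15), each at an adjusted p = 0.033 from limma's fry. Over the alternatives the adjusted p values of these 2 tests ran from 0.033 to 0.68.

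With only the arrays of the genotypes compared, limma called 160 probes higher and 36 lower in *hda6–10* than in *hda6–9*, 196 in all, 106 lower in both alleles, and 58 higher and 5 lower in C24. Neighbours made up 1.57% between the alleles and 2.7% in C24, and the cold list between the alleles had an adjusted p = 0.12 from limma's fry at a median of 0.917.

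Slide as a fixed block gave 267 probes lower in *hda6–10*, 661 higher and 126 lower in *hda6–9*, and 592 higher and 35 lower in both. At an unadjusted p under 0.05 and a 2-fold change it gave 923 lower in *hda6–10*, and 1624 higher and 1058 lower in *hda6–9*. As *hda6–9* replicate 2 is alone on its slide, it adds nothing to the comparison in this model. Between the alleles limma called 0 higher and 0 lower, 0 in all, against 1543 and 598 at an unadjusted p under 0.05 and a 2-fold change. The correlation was 0.66, and neighbours made up 5.24% in *hda6–9* and 0% between the alleles. The ABA list had medians of 1.59 in *hda6–10* against *ros1–1* (adjusted p = 0.22 from limma's fry) and 1.79 between the alleles (adjusted p = 0.26), and the cold list 1.06 (adjusted p = 0.22) and 1.53 (adjusted p = 0.26). This model gives no value for C24, which is alone on its slide.

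The replicate numbers do not pair the arrays: the deviations of replicates from their genotype's mean correlated between -0.375 and 0.0626 across genotypes. With the replicate number as a block, limma called 13 probes higher and 4 lower between the alleles, 17 in all, with 0% neighbours, and 66 higher and 14 lower in C24, with 2.38%. The cold list between the alleles had a median of 1.4 (adjusted p = 0.067 from limma's fry). The block spends degrees of freedom on numbers that do not pair.

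At an unadjusted p under 0.05 with a 2-fold change, 799 probes were lower in *hda6–10*, 1024 in *hda6–9* and 383 in both, 1124 were higher and 368 lower between the alleles, 1492 in all, and 615 higher and 261 lower in C24, with 5.86% neighbours. A 2-fold change alone gave 1072, 1400 and 580 lower, 1487 and 531 between the alleles, 2018 in all, with 6.76% neighbours, and 869 and 495 in C24, with 6.77%. An adjusted p under 0.05 alone gave 3034 higher and 1223 lower in *hda6–10*, 3081 and 1237 in *hda6–9*, 1889 and 427 in both, and 851 and 493 between the alleles, 1344 in all.

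Leaving out each of the 8 arrays in turn leaves a genotype with 1 array, which is assumed to vary like the others. The probes higher in *hda6–10* then numbered 1212 to 1719 and those lower 218 to 444. In *hda6–9* they numbered 1102 to 1491 and 226 to 450, and in both alleles 930 to 1159 and 68 to 164. Between the alleles 2 to 394 were higher and 2 to 152 lower, 4 to 546 in all, lowest without *hda6–10* replicate 1, with 0% to 3.67% neighbours. In C24, 43 to 106 were higher and 10 to 42 lower, with 1.18% to 3.7% neighbours. The correlation ran from 0.74 to 0.805. The ABA list ran from 1.21 to 1.59 in *hda6–10* against *ros1–1*, from 1.4 to 1.75 between the alleles and from 0.405 to 0.881 in C24, where without C24 replicate 2 it passed the threshold (adjusted p = 0.0081 from limma's fry, up to 0.36 over the alternatives). The cold list ran from 1.06 to 1.68 in *hda6–10* against *ros1–1* and from 0.71 to 1.38 between the alleles. For both lists in *hda6–10* against *ros1–1* and between the alleles, p rose above 0.05 without either array of *hda6–10*, without *hda6–9* replicate 1 and without either array of *ros1–1*, up to 0.12, and to 0.24 for the cold list between the alleles.

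The alternatives for all results on transposable elements, for the share of them near a centromere or chromosome end, for the tally of Fig. 9 and for the split into AGI and non-AGI targets were not run, and neither was C24 with slide as a fixed block. Signal over background limits the fold changes of 498 raised probes in *hda6–10* and 420 in *hda6–9* that were well above background on neither *ros1–1* array, of 39 in C24, and of 109 probes higher in *hda6–10* than in *hda6–9* that were so on neither *hda6–9* array.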

Differences from the paper's values

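The paper reports 461 targets with changes above 2-fold in *hda6–10* relative to *hda6–9*, and the arrays gave 697 probes changed in either direction. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with normexp background correction (478), no filter on dim probes (489), only probes well above background on all 8 arrays (587), outlier spots kept (680), genes in place of probes (560), slide as a random block (687), without *ros1–1* replicate 1 (438) or 2 (440), and without C24 replicate 1 or 2 (546). It did not with a median shift (736), quantile normalization (762), the matrix values (699), only the genotypes compared (196), slide as a fixed block (0 in limma, against 1543 higher and 598 lower at an unadjusted p under 0.05 and a 2-fold change), or the replicate number as a block (17). Nor did it without *hda6–10* replicate 1 (4) or 2 (211), without *hda6–9* replicate 1 (24) or 2 (18), at an unadjusted p under 0.05 with a 2-fold change (1492), by fold change alone (2018), or by the adjusted p alone (1344).

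For *hda6–9* compared with *hda6–10*, the paper reports 321 targets with a change in either direction, and the same comparison of the arrays gave 697 probes. The count came within 1.5 times of the paper's 321 only with normexp background correction (478) and without *ros1–1* replicate 1 (438) or 2 (440), and under none of the other alternatives set before the data were examined.

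The paper's methods state 4 biological replicates for each sample, and 2 arrays per genotype were used here. No alternative changes this number.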

Other observations

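The tests of slide on the probes that differ between the alleles were written after the number of calls with slide as a block had been seen, and before the fold changes in that model were examined. The test of the shared *ros1–1* arrays was written before its result was seen.

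The alleles change many of the same probes in the same direction. Sharing the *ros1–1* arrays alone would give a Pearson correlation near 0.502, the median of the simulations. With each allele compared with a different *ros1–1* array, it was 0.667 in 1 pairing and 0.714 in the other, and with *hda6–9* compared with C24 in place of *ros1–1* it was 0.613. The shared arrays therefore do not account for the whole correlation, and a common effect of the alleles may be part of it.

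The alleles share no slide, so slide could contribute to the probes that differ between them. If slide were the whole cause, the difference would vanish in a model with slide as a block, which compares the alleles through the *ros1–1* arrays of the first and second slides. The median log2 difference of the probes called higher in *hda6–10* was 1.97 in that model, over 501 probes, against 1.68 without the block, and that of the probes called lower was -1.57, over 190 probes, against -1.40. Their median standard errors rose from 0.220 to 0.374 and from 0.181 to 0.331, and no probe passed the adjusted threshold in limma, against 1543 higher and 598 lower at an unadjusted p under 0.05 and a 2-fold change. These values argue against slide as the whole cause, and a partial contribution stays open, since the block rests on few arrays.

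Endogenous genes that the paper studies by other assays, in part in seedlings of another age, were read on the same arrays. The bright probe of *RD29A* (AT5G52310) was 5.73 higher on the log2 scale in *hda6–10* than in *ros1–1* (standard error 0.81, adjusted p = 0.0099 from limma, from 0.0028 to 0.11 over the alternatives) and 1.54 higher in *hda6–9* (adjusted p = 0.25, from 0.041 to 0.61). The first was above 0.05 with slide as a fixed block, without *hda6–10* replicate 1 and without either array of *ros1–1*. Between the alleles it differed by 4.19 (adjusted p = 0.053, from 0.026 to 0.47 over the alternatives), 18.3-fold. The 2 C24 arrays read -2 and -4.43 on the bright probe, a wide gap within 1 genotype. C24 was 2.88 higher than *ros1–1* (adjusted p = 0.27 from limma). How far *RD29A* varies between harvests of a genotype therefore stays open, although both *hda6–10* arrays, 0.212 and -0.923, were above both C24 arrays. On the other probe of *RD29A*, well above background on neither array of *ros1–1* nor of *hda6–9*, *hda6–10* was at least 18.9-fold higher than *ros1–1* and at least 14.2-fold higher than *hda6–9*. *HDA7* (AT5G35600) was 3.78 higher in *hda6–10* (standard error 0.42, adjusted p = 0.0046 from limma) and 3.87 higher in *hda6–9* (adjusted p = 0.0041 from limma), with 1 of 2 *ros1–1* arrays well above background. Its rises were smallest with normexp background correction, 1.68 and 1.44. With slide as a fixed block they were 3.92 (adjusted p = 0.066, from 0.00097 over the alternatives) and 3.78 (adjusted p = 0.13, from 0.00099). *SDC* (AT2G17690) was at least 244-fold higher in *hda6–10* and at least 381-fold higher in *hda6–9* than in *ros1–1*, and AT5G41660 was at least 85.4-fold and at least 79.1-fold higher. Both were well above background on no *ros1–1* or C24 array. Under normexp, whose offset of 50 shrinks changes of dim probes by construction, the log2 rises were 4.81 and 5.36 for *SDC* and 3.13 and 2.90 for AT5G41660, below these bounds.

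*ROS1* (AT2G36490) was changed by -0.56 in *hda6–10* (standard error 0.13, adjusted p = 0.043 from limma, up to 0.18 over the alternatives) and by -0.45 in *hda6–9* (adjusted p = 0.073). *MET1* (AT5G49160) was changed by 0.35 in *hda6–10* (adjusted p = 0.16) and by 0.70 in *hda6–9* (standard error 0.13, adjusted p = 0.026 from limma, up to 0.27 over the alternatives). These changes of *ROS1* and *MET1* were below 2-fold and so were not called. The bright probes of *HDA9*, *CMT3*, *DRM2*, *KYP*, *DDM1*, *ROS4* and *UBQ3* were not called in either allele. Their log2 fold changes lay between -0.32 for *UBQ3* and 0.52 for *KYP*, both in *hda6–9*. For that *UBQ3* value the adjusted p ran from 0.035 to 0.23 over the alternatives. Of the 6 probes of *UBQ3*, A_84_P862196 changed by -0.41 in *hda6–9* (adjusted p = 0.029 from limma), also below 2-fold. A_84_P803971 did not fall there (0.04).

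Among the probes raised in both alleles, those without any accession were over-represented. They made up 108 of 1184 (9.12%) against 1.79% of the tested probes, an odds ratio of 6.44 (adjusted p = 7.5e-44 from Fisher's exact test, with probes taken as independent). Probes with the accession of an EST, cDNA or assembled transcript made up 17.7% against 10.6%, and probes matched to a protein-coding gene 66.8% against 83.8%. No explanation of this was tested.

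Genes called against *ros1–1* lay next to each other more often than in random sets of tested genes. In *hda6–10*, 8.93% of the called genes had the next tested gene called in the same direction, 130 pairs against 62.9 expected, and in *hda6–9* 9.06%, 117 pairs against 47.4. Between the alleles the share was 3.78%, 18 pairs against 6.16. Each had p = 1e-04 in a one-sided permutation test, the smallest that 10000 random sets can give. Clusters of related genes that cross-hybridize were not separated from regions regulated together, and no explanation was tested.

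The list of 27 probes of 17 clock genes had a median log2 fold change of 0.32 in *hda6–10* (adjusted p = 0.17 from fry, 15 of 27 above 0), -0.02 in *hda6–9* (adjusted p = 0.79) and 0.12 between the alleles (adjusted p = 0.18). In *hda6–10*, 2 probes were called higher, and 2 adjusted over the list alone. Between the alleles 3 were called higher, and 5 adjusted over the list alone, and 0 were called in *hda6–9* by limma in either count or at an unadjusted p. In C24 the median was 0.10 (adjusted p = 0.37). For all 3 lists, the mean had the sign of the median in each comparison.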
